# N-VEGF, the Autoregulatory Arm of VEGF-A

**DOI:** 10.3390/cells11081289

**Published:** 2022-04-11

**Authors:** Marina Katsman, Aviva Azriel, Guy Horev, Yitzhak Reizel, Ben-Zion Levi

**Keywords:** VEGF-A, angiogenesis, hypoxia

## Abstract

Vascular endothelial growth factor A (VEGF-A) is a secreted protein that stimulates angiogenesis in response to hypoxia. Under hypoxic conditions, a non-canonical long isoform called *L-VEGF* is concomitantly expressed with *VEGF-A*. Once translated, L-VEGF is proteolytically cleaved to generate N-VEGF and VEGF-A. Interestingly, while VEGF-A is secreted and affects the surrounding cells, N-VEGF is mobilized to the nucleus. This suggests that N-VEGF participates in transcriptional response to hypoxia. In this study, we performed a series of complementary experiments to examine the functional role of N-VEGF. Strikingly, we found that the mere expression of N-VEGF followed by its hypoxia-independent mobilization to the nucleus was sufficient to induce key genes associated with angiogenesis, such as *Hif1α,* *VEGF-A* isoforms, as well as genes associated with cell survival under hypoxia. Complementarily, when *N-VEGF* was genetically depleted, key hypoxia-induced genes were downregulated and cells were significantly susceptible to hypoxia-mediated apoptosis. This is the first report of N-VEGF serving as an autoregulatory arm of VEGF-A. Further experiments will be needed to determine the role of N-VEGF in cancer and embryogenesis.

## 1. Introduction

VEGF-A (or VEGF) is a key regulator of angiogenesis in normal physiology as well as in pathological events such as cancer (for review see [1,2]). When translated under hypoxic conditions, a longer isoform of *VEGF (L-VEGF)* is generated from a non-canonical start site, CUG. L-VEGF adds 180 aa to the VEGF protein and has been detected in VEGF-producing cells, including various cancer cells [3,4,5]. Once translated, L-VEGF is subjected to a proteolytic cleavage upstream to the classical start-Met of VEGF, yielding N-VEGF and VEGF (see schematic illustration in Figure 1A). While VEGF-A is known to dramatically affect angiogenesis in surrounding cells, the functional role of N-VEGF is not known. Interestingly, ectopically expressed N-VEGF shuttles to cell nuclei only under hypoxic conditions [6]. Furthermore, immunohistochemical staining of normal angiogenic tissue samples, such as kidney and breast, demonstrated sporadic staining of N-VEGF in the nuclei of renal tubular epithelium and of epithelium cells coating the mammary ducts. Finally, renal cell carcinoma and breast cancer cell nuclei exhibited strong immunostaining of N-VEGF in all cells [6]. These observations imply the involvement of N-VEGF in transcriptional regulation of VEGF-secreting cells. However, its actual impact on gene expression and on the response to hypoxia remains a mystery.

We hypothesize that N-VEGF and VEGF play complementary regulatory roles. While VEGF is secreted and mainly affects neighboring cells, N-VEGF is retained in the cell and shuttles to the nucleus where it regulates the hypoxic transcriptional response. To characterize the role of N-VEGF in regulating transcription and in the adaptation to hypoxic stress, we performed a series of experiments. N-VEGF was mobilized to the nucleus, independent of hypoxia. Strikingly, its expression under normoxia was sufficient to upregulate key genes involved in the response to hypoxia and in the induction of angiogenesis. Complementarily, genetic depletion of *N-VEGF* inhibited the upregulation of hypoxia-induced genes and increased the apoptosis rate upon hypoxia. All these are sound proof for the key role of N-VEGF in the response to hypoxia.

## 2. Materials and Methods

### 2.1. Cell Lines

NIH3T3 (mouse embryo fibroblast) and 293FT (human embryonal kidney) were obtained from ATCC (Manassas, VA, USA) (CRL-1658 and CRL-3216, respectively). These cell lines were maintained in DMEM supplemented with 10% fetal calf serum (FCS), amphotericin (2.5 µg/mL) and gentamycin sulfate (50 µg/mL, Biological Industries, Beit-Haemek, Israel).

### 2.2. Plasmid Construction

Using PCR, a DNA fragment, encoding for *N-VEGF* (180 aa), linked to a 5′ 6× His-tag was generated, digested with the restriction enzymes EcoRI and AgeI, and then cloned into pLVX-Tet-One-Puro vector (Clontech, #631847, San Jose, CA, USA), encoding an engineered Tet activator and the corresponding doxycycline (dox)-inducible promoter. The resulting expressed protein is termed herein N-VEGF. Similarly, a DNA fragment harboring a 5′ 6× His-tag, an effective NLS, taken from the Cas9 gene, and the coding region of N-VEGF (180 aa) was generated by PCR, digested with the restriction enzymes EcoRI and AgeI, and cloned into pLVX-Tet-One-Puro. The expressed protein is herein termed NLS-N-VEGF. Clone integrity was verified by DNA sequencing.

### 2.3. Lentiviral Production

293FT cells (4 × 10^6^ cells/mL) were seeded in 10 cm tissue culture plates 24 h prior to transfection. Cells were then transfected with 5 µg lentiviral vector, 1 µg pMD.G and 4 µg psPAX2, using CalFectin, a mammalian transfection reagent (SignaGen, Frederick, MD, USA), according to the manufacturer’s instructions. The medium was changed 24 h post-transfection with 7 mL fresh medium, and 24 h thereafter, viral supernatant was collected, filtered through a 0.2 µm syringe-filter and aliquots were flash-frozen in liquid nitrogen. The viral supernatant was stored at −80 °C for further use.

### 2.4. NIH3T3 Infection

Cells (2.5 × 10^5^ cells/mL) were seeded in a 12-well tissue plate in 0.5 mL medium 24 h prior to infection. Next, 0.5 mL viral supernatant and 8 µg/mL polybrene were added to each well. The cells were incubated for 24 h at 37 °C, in a 5% CO_2_ incubator. Thereafter, the cells were split 1:2 into 6-well tissue culture plates. Stably infected cells were selected by incubation with puromycin (3 µg/mL) for 48 h and resistant cells were harvested 96 h later.

### 2.5. Nuclear and Cytoplasmic Fractionation

NIH3T3 cells (2 × 10^8^ cells/mL, 2 × 10 cm plates) were trypsinized and washed twice with ice cold PBS and lysed on ice for 15 min in a 100 µL cytoplasmic lysis buffer (10 mM HEPES pH 7.4, 10 mM KCl, 0.01 mM EDTA, 0.1 mM EGTA, 2 mM DTT, 5 mM Na_2_VO_4_, 0.1% NP40 and cOmplete, EDTA-free protease inhibitor cocktail (Sigma-Aldrich, Rehovot, Israel). Nuclei were pelleted using a benchtop microfuge (6000 rpm for 2 min) and the supernatant containing the cytoplasmic fraction was removed and treated with 2 M urea and 2% SDS and then boiled for 5 min. The nuclei were then washed twice in a 1 mL cytoplasmic lysis buffer to remove any cytoplasmic contaminant, and re-sedimented. Subsequently, the nuclei were lysed in 100 μL denaturing lysis buffer (2% SDS, 2 M urea, 8% sucrose, 1 mM NaF, and 5 mM Na_2_VO_4_). Genomic DNA was sheared by passage through a Qiashredder column (Qiagen, Crawley, UK) in a benchtop microfuge (6000 rpm for 2 min) and denatured by boiling for 5 min.

### 2.6. SDS-PAGE and Western Blotting

SDS-PAGE (15%) and western blotting were performed using a Bio-Rad Mini-protein apparatus (Hercules, CA, USA). The gel was prepared and blotted, and reacted with antibodies exactly as previously described [6]. The primary antibody used was affinity-purified rabbit polyclonal *α*ORF (N-VEGF), prepared in our laboratory against the 5’ UTRORF of VEGF (1:500 dilution in TBST + 2.5% non-fat dried milk-powder (Carnation, Markham, ON, Canada). The primary antibody was incubated for 3 h at room temperature or overnight at 4 °C. The secondary antibody, HRP anti-rabbit (1:10,000 dilution in TBST + 2.5% non-fat dried milk-powder) was incubated with the membrane for 1–2 h. Bands were visualized using an ECL2 Western Blotting kit (Thermo Scientific, Waltham, MA, USA). To demonstrate even loading of protein samples, membranes were stained, prior to membrane blocking, with Ponceau-S (Sigma-Aldrich) according to the manufacturer’s instructions and exactly as described above [7]. The purity of cytoplasmic and nuclear soluble protein extracts was determined by western blot. Membranes were stripped from anti N-VEGF or VEGF polyclonal antibodies and following re-blocking, reacted with primary antibodies directed against lactate dehydrogenase (anti-LDH) (Abcam, cat #ab47010,1:300) and secondary antibodies anti-goat IgG (1:10,000), to verify cytoplasmic extract purity. Subsequently, the membrane was stripped once more from bound antibodies, re-blocked, and reacted with antibodies directed against histone H3 acetyl K27 (αH3K27ac), primary antibody (Abcam, #ab4729, 1:500) and then with secondary antibodies, anti-rabbit IgG (1:10,000), to verify nuclear extract purity.

### 2.7. Immunofluorescence Staining and Microscopy

NIH3T3 cells, transfected with a vector driving the expression of either *N-VEGF* or NLS-*N-VEGF*, were plated in 24-well plates containing 0.13 mm microscope coverslips. Some of the samples were treated with 1 µg/mL dox for 48 h. After an additional 24 h, the cells were either not treated or subjected to hypoxia for an additional 16 h as previously described [3]. Cells were fixed with 4% paraformaldehyde for 15 min at room temperature, washed twice with PBST, permeabilized with 0.1% Triton X-100 for 15 min and washed three times. Cells were then blocked with 5% normal goat serum in TBST for 1 h and subjected to staining with primary antibodies directed against N-VEGF (1:100 dilution in blocking solution), overnight at 4 °C in a humidified chamber with very gentle swirling as described previously [6]. Finally, the coverslips were washed four times with PBS. Slides were subsequently reacted with Alexaflour 488 goat anti rabbit (H + L) (1:1000 dilution in blocking solution) for 1 h in the dark at room temperature. Following incubation, the slides were washed three times with PBS and reacted with DAPI and Fluromount-G for nuclear staining. Immunostained cells were visualized under a Zeiss LSM 700 laser scanning confocal microscope, Green laser: 555 nm (10 mW), Red laser: 639 nm (5 mW), magnification of ×30 for N-VEGF-expressing cells and magnification of ×60 for NLS-N-VEGF-expressing cells (Figure 1C). Alternatively, cells were visualized under a Zeiss Cell Observer inverted fluorescence microscope, magnification ×20 (Figure 4C).

### 2.8. Real-Time RT-PCR

The primers used for real-time PCR were designed using PrimerExpress™ 3.0 software (Applied Biosystems, Foster city, CA, USA, https://primer-express.software.informer.com/3.0/, accessed on 27 June 2019) and NCBI website tool https://www.ncbi.nlm.nih.gov/tools/primer-blast/, accessed on 27 June 2019; see Supplemental Table S1). 800 ng total RNA were reverse transcribed to cDNA using High-Capacity cDNA Reverse Transcriptase kit (Ambion, Austin, TX, USA) according to manufacturer’s instructions. cDNA was amplified with two primers for each gene using Power SYBR Green PCR Master Mix (Applied Biosystems) and Real-time PCR analysis was performed using QuantStudio 12K Flex system (Applied Biosystems, Foster City, CA, USA). The real-time PCR results were analyzed by the QuantStudio 12K Flex software version 1.2.2. https://www.thermofisher.com/il/en/home/global/forms/quantstudio-12k-flex-software-download.html (accessed on 14 July 2019). according to the manufacturer’s instructions. Only primer pairs exhibiting PCR efficiency of 90% or higher were chosen. Gene expression was normalized to GAPDH mRNA expression. The data is presented as the relative expression of the gene of interest compared with GAPDH. The mRNA expression trend of genes mentioned in this publication (up, down or unchanged) that were determined by RNA-seq, were all validated by independent real time RT-PCR.

### 2.9. RNA-Seq

RNA sample concentrations and integrity were measured using Qubit 3.0 (ThermoFisher, Wilmington, DE, USA) and TapeStation (Agilent, Santa Clara, CA, USA), respectively. Libraries for sequencing were prepared using the TruSeq RNA Library Prep Kit v2 (Illumina) according to manufacturer’s instructions. Libraries were sequenced on an Illumina NextSeq 550 instrument with 80 bps single-read. The number of reads ranged from 54,915,873 to 38,372,655 per sample. Library quality control was conducted using FASTQC, version 0.11.5, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 4 June 2019). Sequences were trimmed by quality using trim galore and aligned to Mus musculus genome build – GRCm38.p6 with release 94 annotation file using Tophat2, version 2.1.0 (using Bowtie2 version 2.2.6, https://sourceforge.net/projects/bowtie-bio/files/bowtie2/2.2.6/, accessed on 5 June 2019). Raw gene expression levels were counted by HTseq-count, version 0.6.1, http://www-huber.embl.de/users/anders/HTSeq/doc/count.html, (accessed on 6 June 2019). All downstream analyses were conducted in R with DESeq2, https://bioconductor.org/, (accessed on 19 June 2019) [8] as follows: raw data were filtered by independent filtering. Count normalization was performed by DESeq2 default. To identify differentially expressed genes differing between two conditions we used the Wald test, as implemented in DESeq2. Heatmaps were plotted using the R pheatmap package. For the heatmap, normalized counts were scaled by row and the genes were ordered as specified in the Figure legends. All RNA sequencing data were deposited to the Gene Expression Omnibus (GEO) with accession numbers GSE178297 and GSE178298.

### 2.10. CRISPR/Cas9-Mediated Deletion of N-VEGF 

The strategy for generating *N-VEGF* deleted cells is shown in Figure S1. sgRNAs from the 5′ and 3′ ends of the 180 aa long *N-VEGF* were designed using the chopchop online tool [9], and highly scored sgRNAs were chosen (sgRNA 1–6). Each sgRNA was phosphorylated, annealed, and cloned to lentiGuide-Puro (addgene no. 52963), which was previously digested with BsmbI. In order to create gRNAs with sticky ends complementary to BsmbI digestion product, “CACC” and “AAAC” were added to 5′ end of the designed 20-bps sgRNA in the forward and reverse oligomers, respectively. In order to verify the efficiency and specificity of the sgRNAs, a T7 endonuclease assay was performed on NIH3T3 cells and the cleavage efficiency was analyzed using TapeStation (Agilent). Two gRNAs (1 and 4) were found to specifically target the ORF: gRNA1 target-site PCR amplicon (500 bps) was cleaved to 300 and 200 bp fragments, and gRNA4 target-site PCR amplicon (461 bp) was cleaved into 329 and 132 bp fragments (data not shown). Briefly, a two-step protocol was utilized to generate NIH3T3 cells with biallelic deletion of the ORF. To get biallelic clones with reporter cassette insertion with high probability, cells were transfected with the two gRNAs and Cas9 encoding vector and two donor DNA segments (with different selectable markers, Puromycin and Hygromycin) and cultivated for two weeks. Single clones, resistant for the two antibiotics and containing the mCherry reporter gene instead of the *N-VEGF* sequence, were picked and the 5′ and 3′ junctions were assayed by PCR (Figure S2). Four Clones harboring the biallelic *N-VEGF* replacement cassette were further verified by DNA sequencing and taken for further study. For “clean” deletion of the *N-VEGF*, two clones were transduced with pMSCV-VCre encoding retroviral vector [10] to remove the reporter\selection cassettes (Figure S3). Three days later, non-fluorescent cells were harvested following two cycles of FACS sorting. *N-VEGF* deletion was verified by PCR and by DNA sequence analysis.

### 2.11. Flow Cytometry

Flow cytometry sorting was performed using a BD FACS-Aria-IIIu cell sorter (BD Bioscience, San Jose, CA, USA), and data was analyzed using Flowing Software 2 (Cell Imaging Core, Turku Centre for Biotechnology). Unstained WT NIH3T3 cells were used as a negative control and NIH3T3 cells containing mCherry reporter gene were used as a positive control.

### 2.12. Hypoxia Treatment

Hypoxic cultures were maintained in a hypoxia chamber (<0.2% O_2_) for 16 h at 37 °C in humidified 95% N_2_/5% CO_2_, and normoxic cultures were maintained in 95% air/5% CO_2_ for similar duration.

### 2.13. ApoTox-Glo^TM^ Triplex Assay

BD BioCoat Poly-D-Lysine 96-well plates with black sides and clear bottoms were used to run the ApoTox-Glo^TM^ Triplex Assay (Promega, Madison, WI, USA). Cells were trypsinized and removed from their culture flasks and diluted to 24,000 cells/mL and 100 µL of each sample was added to each well. Viability and Cytotoxicity reagents from the kit were prepared according to manufacturer’s instructions, added to a 96-well plates, and the plates was incubated at 37 °C for 1 h. After incubation, plates were analyzed for fluorescence as defined in the protocol using a Spark^®^ multimode microplate reader (Tecan, Sunrise, Switzerland) accessed on 9 December 2020. The caspase reagents were then added to the plates and the plates were incubated at RT for an additional 1 h. Luminescence was then measured. 

### 2.14. Cobalt Chloride and Tunicamycin Treatments

Cobalt chloride (Spectrum, New York, NY, USA) was added to a final concentration of 550 µM to N-VEGF NIH3T3 and the counterpart part ΔN-VEGF cell cultures. The live and dead cells were counted using trypan blue staining after 4, 6, 8 and 17 h of treatment. Next, the ApoTox-Glo^TM^ Triplex assay (Promega, Madison, WI, USA) was used to test the viability, cytotoxicity, and apoptosis of the cells as detailed above. Tunicamycin (Sigma) was added to a final concentration of 0.5 µg/mL to N-VEGF NIH3T3 and the counterpart part ΔN-VEGF cell cultures. The live and dead cells were counted using trypan blue staining after five h of treatment. Then the ApoTox-Glo^TM^Triplex assay was used to test the viability, cytotoxicity, and apoptosis of the cells.

### 2.15. Statistical Analysis

Each experiment was conducted at least three times in triplicates unless otherwise stated. Values are presented as means ± AvDev. The data was compared by unpaired two-tailed Student’s *t*-test; *p*-values < 0.05 (*) and <0.01 (**) were considered as statistically significant, as indicated in the appropriate figure. As indicated in some figure legends, two-way ANOVA was performed on the differences with cell type and various stress stimuli as the main factors. The ANOVA was followed by a post-hoc analysis of all possible contrasts using Tukey’s honestly significant difference, which controls for multiple comparisons. Contrasts with *p*-values < 0.05 are considered significant. The statistical analyses were performed using the R language and environment for statistical computing and graphics.

## 3. Results

### 3.1. Expression and Hypoxia-Independent Mobilization of N-VEGF 

To examine if the mere presence of N-VEGF in the nucleus is sufficient to induce a hypoxia-associated transcriptional response, we fused N-VEGF at its *N*-terminus to the nuclear localization sequence (NLS) of the Cas9 nuclease (NLS-N-VEGF). We chose to introduce *N-VEGF* to the nucleus under normoxic conditions to avoid the notable change that occurs in the transcriptome upon hypoxia [11]. For this purpose, *N-VEGF* and NLS-*N-VEGF* were cloned under the inducible *Tet*-on promoter in a lentiviral vector [12]. Subsequently, NIH3T3 cells expressing N-VEGF or NLS-N-VEGF were grown in the presence or absence of the Tet-on promoter inducer, doxycycline (dox). NIH3T3 cells are mouse fibroblasts cells shown in many studies to activate hypoxia-associated genes, including *VEGF-A* and *Hif1α*, upon exposure to hypoxic stress [13,14]. As seen in Figure 1B, in the presence of dox, 25% of NLS-N-VEGF was identified in the nuclear fraction. The reason for the partial nuclear localization is probably because Cas9-NLS fusion to N-VEGF resulted in reduced translocation efficiency. It is important to note that under hypoxia, only 50% of the induced N-VEGF shuttled to the nucleus (Figure 3A). Thus, only a 50% reduction in its nuclear mobilization was noted on addition of the NLS tag. Furthermore, immunofluorescence analysis confirmed that N-VEGF exhibited nuclear localization only following hypoxia (Figure 1C, second row), while NLS-N-VEGF showed nuclear expression even without hypoxia (Figure 1C, third and fourth rows).

### 3.2. Hypoxia-Independent Nuclear Mobilization of N-VEGF Induces Part of the Hypoxic Transcriptional Program

To study the effect of nuclear NLS-N-VEGF on cellular transcription, RNA was extracted from cells expressing either N-VEGF or NLS-N-VEGF and subjected to RNA-Seq. In efforts to identify altered gene expression resulting from shuttling of N-VEGF to the nucleus, while avoiding the transcriptional dynamics affected by the mere expression of N-VEGF in the cytoplasm, only genes induced in Dox-treated NLS-N-VEGF-expressing cells were considered, but neither in these cells in the absence of dox, nor in dox-treated cells expressing N-VEGF. Cells were collected after a 16-h treatment with dox to allow the translation and mobilization of N-VEGF to the nucleus. The differentially expressed genes were divided to up- and downregulated groups (fold change ≥ 2, adjusted *p*-value < 0.05) and each group was functionally annotated using Metascape [15]. 123 upregulated and 32 downregulated differentially expressed genes resulting from the shuttling of N-VEGF to the nuclei were identified (see genes list and annotations in Table S2). 

The annotated groups of the upregulated genes (Figure 2A) were clustered into three main categories. The first and most relevant category (Figure 2A, purple bars), represents genes promoting angiogenesis, including *Hif1α* major hypoxia-induced transcriptional regulator [16], and *VEGF* isoforms *120* and *164* (Figure 2B). Additional signature genes mediating angiogenesis, such as *Adgrg1*, *Itgav*, *Nrp*, *Flna* and *Pik3c2a*, were upregulated by mobilization of NLS-N-VEGF to the nucleus (Figure 2B, and Table S2) [17]. Another dominant annotation involved genes associated with anti-apoptotic pathways rescuing cells from hypoxic stress (Figure 2A, brown bars). Indeed, signature genes of anti-apoptotic pathways such as *Sh3rf1* [18], *Lrrk2* [19] and *Src* [20], were induced by N-VEGF shuttling (Figure 2B, and Table S2). The last and major category of annotated gene groups was associated with the integrity, structure, and maintenance of cellular cytoskeleton, which is highly relevant during hypoxic stress (Figure 2A, red bars), including *Cav2* [21], *Lamc2* [22], *Cfl2* [21], *Rock2* [23], and more (Figure 2B). Strikingly, many of the 123 upregulated genes are known targets of Hif1α, pointing to a key pathway activated by N-VEGF. Genes downregulated following NLS-N-VEGF mobilization to the nucleus included genes associated with the regulation of translation, (Figure S4). This aligns with the role of N-VEGF as an inducer of an adaptive mechanism to hypoxic crisis by inhibiting the translation machinery [24].

In order to examine whether the expression pattern of the 155 differentially expressed genes overlapped with genes induced by hypoxia, we compared NLS-N-VEGF-induced genes to hypoxia-mediated gene expression (elaborated hereafter, Figure 2B). 

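The 155 genes of Table S2 were looked up in the hypoxia counts of wild-type NIH3T3 cells, described with the RNA-seq experiment below. All 155 genes were found and tested. A gene was called raised or lowered by edgeR's quasi-likelihood test at an adjusted p below 0.05, with no fold threshold, since the text gives none for this comparison. Of the 123 genes on the Up sheet, hypoxia raised 51, lowered 7 and left 65 without a call. Of the 32 genes on the Down sheet, it lowered 28, raised 0 and left 4 without a call. The calls on the Up sheet depend on the processing: total counts in place of TMM scaling gave 42 raised and 27 lowered, and leaving out replicate 2 of wild-type normoxia 58 and 16. The same trend was thus seen for 51.0% of the list (95% Wilson interval 43.2% to 58.7%) and the opposite trend for 4.5%. Random lists matched for expression level, drawn 10000 times, had a median of 23.2% with the same trend (central 95% of lists, 16.8% to 29.7%), and 0 of them reached the observed percent. The fit with a block for replicate number gave 54.8%. The deviations from the group means of same-numbered samples correlated at 0.01 on average across genes, against -0.01 for other pairs. Of the other processing choices, a fold change of at least 2 moved the percent most, to 21.9%. Among the genes the text names, Itgav rose by 0.85 on the log2 scale (adjusted p 2e-04) and Sh3rf1 by 0.89 (9.7e-06, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Flna rose by 0.95 (adjusted p 0.0082), Cfl2 by 0.71 (0.0056) and Rock2 by 0.49 (0.012), while Lrrk2 changed by -0.67 (0.017, same test). Adgrg1 rose by 0.72 with an adjusted p of 0.14, and Cav2 and Pik3c2a changed by -0.39 and -0.04 with 0.094 and 0.87 (same test).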

Overall, 42% of the genes exhibited similar trends, with 51 genes induced and 14 genes downregulated in both hypoxia-induced cells and in cells showing hypoxia-independent mobilization of N-VEGF (Figure 2B). The annotated groups of upregulated genes that exhibited similar expression were grouped into the three main categories described above (Figure S5A). These observations were verified by qPCR on a set of key genes in the three groups (Figure 2C). Exposure of NLS-N-VEGF-expressing cells to both dox and hypoxia resulted in a synergistic effect, with increased expression levels of these key genes (Figure 2C, dark blue columns). Lastly, the critical role of nuclear mobilization of N-VEGF in regulating the expression of these genes was demonstrated by the lack of an effect of dox on N-VEGF-infected cells. Taken together, this focused gene profile expression analysis highlighted the role of nuclear N-VEGF in initiating part of the main hypoxic signaling cascade.

### 3.3. Genetic Deletion of N-VEGF Using CRISPR-Cas9 

To show the significance of endogenous *N-VEGF* expression on cellular physiology, we took advantage of the CRISPR-Cas9 genome editing system to delete only the coding region of *N-VEGF* (178 aa in mice) without affecting the translation start site of the “classical” VEGF. To measure VEGF and N-VEGF protein expression levels, we isolated soluble proteins from cytoplasmic and nuclear extracts of ΔN-VEGF cells and control NIH3T3 cells and subjected them to western blot and immunofluorescence analyses. As clearly demonstrated in Figure 3A–C, N-VEGF was entirely absent following CRISPR-Cas9 deletion. Hence, hypoxia-induced expression and nuclear mobilization of N-VEGF occurred only in wild-type cells. Importantly, N-VEGF deletion did not affect VEGF levels (Figure 3A).

### 3.4. Impact of N-VEGF Deletion on Hypoxia-Induced Genes 

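RNA was sequenced from NIH3T3 fibroblasts (wild type) and from ΔN-VEGF cells, a line derived from them in which Cas9, guide RNAs and donor cassettes had removed the N-VEGF coding sequence. Cells of each line were kept for 16 h in normoxia or below 0.2% oxygen, with 3 samples per group and 12 in all. The authors aligned the 80-bp single reads with TopHat2, counted them per gene with HTSeq-count and deposited the raw counts of 54446 genes. The paper gives 38372655 to 54915873 reads per sample. Of these, 37037938 to 43056690 counts per sample fell on genes in wild-type normoxia and 30519052 to 40249519 in wild-type hypoxia. In ΔN-VEGF cells the ranges were 36251428 to 41608788 in normoxia and 37688691 to 38978912 in hypoxia. At this depth 14724 genes had enough counts to be tested.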

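All 12 samples were put in a single edgeR model with TMM scaling, and genes were compared between groups with the quasi-likelihood test. A gene was called changed at an adjusted p below 0.05 and a fold change of at least 2, the threshold the text states for the cells with nuclear N-VEGF. The authors used the Wald test of DESeq2, which was run here as an alternative. Each comparison rests on 3 samples per group, while its p-values also draw on the spread shared over all 12 samples. The labels number the samples and do not say whether those of a group were separate cultures. An exact permutation of 3 against 3 samples cannot go below 0.10. Across genes, replicates 1 and 3 of wild-type normoxia correlated at 0.996, and replicate 2 correlated with them at 0.956. In the other groups the lowest correlation between replicates was 0.986 (ΔN-VEGF normoxia, replicates 2 and 3). Replicates 1 and 3 were the closest pair in every group, and in ΔN-VEGF normoxia they correlated at 0.996. If they are less independent of each other than of replicate 2, the p-values are too small. This was not tested. The first principal component held 59.2% of the variance and parted hypoxia from normoxia, and the second held 15.9%.

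**Figure D1:**
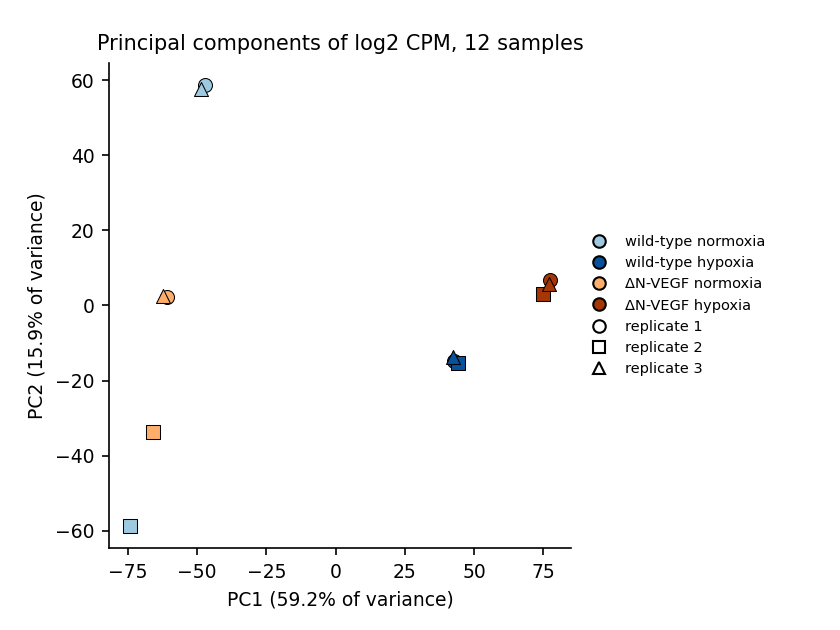
Scores of the 12 samples on the first and second principal component of log2 CPM, with colours for groups and marker shapes for replicates. Replicate 2 of wild-type normoxia lies apart from replicates 1 and 3 on the second component. Replicate 2 of ΔN-VEGF normoxia does so to a lesser degree.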

To show the effect of N-VEGF deletion on gene expression levels, RNA-seq analysis was performed on deleted cells and wild type cells before and following hypoxia (see Materials and Methods). A gene expression heatmap focusing on the 3000 genes modified following hypoxia in wild type versus ΔN-VEGF under the same condition is presented in Figure 4A. 

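In wild-type cells 2312 of 14724 genes changed after hypoxia, 1350 up and 962 down. In ΔN-VEGF cells 4008 changed, 2144 up and 1864 down. With replicate number as a block the counts were 2325 and 4050. Same-numbered samples deviated together little in these comparisons, with mean correlations of 0.013 and 0.056 against -0.006 and -0.028 for samples of other numbers. Genes with no overlap between the hypoxia and the normoxia samples made up 45% in wild-type and 70.5% in ΔN-VEGF cells, where chance gives 10%. The choice that moved the wild-type count most was to drop the fold threshold, which gave 5372 genes. With total counts in place of TMM scaling, the median of all genes shifted from -0.07 to -0.30 in wild-type cells, and the percent of changed genes that rose went from 58.4% to 38.8%. In ΔN-VEGF cells the same choice shifted the median from -0.01 to -0.41 and the percent from 53.5% to 28.5%, so the balance of rises and falls depends on the scaling.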

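The largest rises among genes with at least 10 CPM on average started, with the exception of P2ry6, from at most 3 counts per sample and are given as lower bounds. They were ranked by the fitted log2 fold change, which such low counts do not fix. Other genes can have risen by more than these bounds. In wild-type cells Aire was at least 479-fold higher after hypoxia, Zbtb8b at least 231-fold and A2m at least 149-fold. In ΔN-VEGF cells A2m was at least 1283-fold higher and Zbtb8b at least 458-fold, while P2ry6 rose by 9.42 on the log2 scale from counts of 4, 2 and 1. Under this filter and with no overlap between the samples compared, the largest falls in wild-type cells were those of Vdr (-3.48, adjusted p 0.0053), Slpi (-3.47, 2e-04) and Cemip (-3.46, 0.0067), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In ΔN-VEGF cells they were those of Ccl2 (-4.28, adjusted p 1.1e-05), Cemip (-4.03, 0.002) and Fanca (-3.94, 9.6e-05), from the same test. The wild-type falls of Vdr and Cemip rest mainly on normoxia replicates 1 and 3. In normoxia replicate 2 Vdr stood at 9.40 CPM, close to the wild-type hypoxia samples (5.72 to 6.33). Cemip stood at 17.4 CPM there, against 14.7 to 16.4 in hypoxia. Slpi stood at 17.8 CPM, against 5.24 to 6.23.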

The genes are grouped according to expression pattern, similarity or dissimilarity, between the two cell types before or following hypoxia (G1–G6, indicated Figure 4A, and annotations in Table S3). 

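Each of the 2312 genes changed in wild-type cells was classed by its response in ΔN-VEGF cells. A response was called similar when the gene changed there in the same direction at an adjusted p below 0.05, which is the pattern of G1 for rises and of G6 for falls. This held for 1931 genes, or 83.5% (95% Wilson interval 82% to 85%), of which 1186 rose and 745 fell. Their change was larger in ΔN-VEGF than in wild-type cells for 1344 genes (69.6%). Across the 2312 genes the responses of the cell types correlated at 0.89, with a median ratio of 1.09. The block on replicate number gave 83.7%. The choice that moved the percent most was to class genes by the interaction, which gave 98.9%. A gene was similar there at an adjusted p of 0.05 or more in the interaction, or with a larger change in the same direction in ΔN-VEGF cells. Leaving out replicate 2 of wild-type normoxia moved it the other way, to 70.1%. Of the genes that Table S3 lists under G1, 814 were tested, of which 782 rose in wild-type and 798 in ΔN-VEGF cells. Of the 596 tested under G6, 551 fell in wild-type and 540 in ΔN-VEGF cells.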

Most genes (66%) in wild type and ΔN-VEGF cells exhibited similar expression patterns following hypoxia, as indicated in groups G1 and 6. Thus, deletion of N-VEGF led to a partial yet significant cellular response to hypoxia. Interestingly, 34% of the genes induced or repressed by hypoxia showed differential gene expression in ΔN-VEGF compared with control NIH3T3 cells (groups G2–G5). 

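The other 381 of the 2312 genes consisted of 373 without a call in ΔN-VEGF cells and 8 with the opposite direction. Of the 373, 160 rose and 213 fell in wild-type cells, and 300 had the same sign in ΔN-VEGF cells. A gene past the threshold in one cell type and not in the other need not differ between them, so the difference in response was tested as well. Of the 2312 genes, 146 (6.3%) had an adjusted p below 0.05 in this interaction test, among them 10 of the 373, 8 of the 8 and 128 of the genes classed as similar. Over all 14724 genes the interaction passed the threshold, fold change included, for 230 genes, 131 with a higher and 99 with a lower response in ΔN-VEGF cells. This balance depends on the scaling: total counts only gave 83 higher and 331 lower, with the median of all genes going from 0.03 to -0.15. The block on replicate number left 228. The count moved most, to 2633, when replicate 2 of wild-type normoxia was left out.

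**Figure D2:**
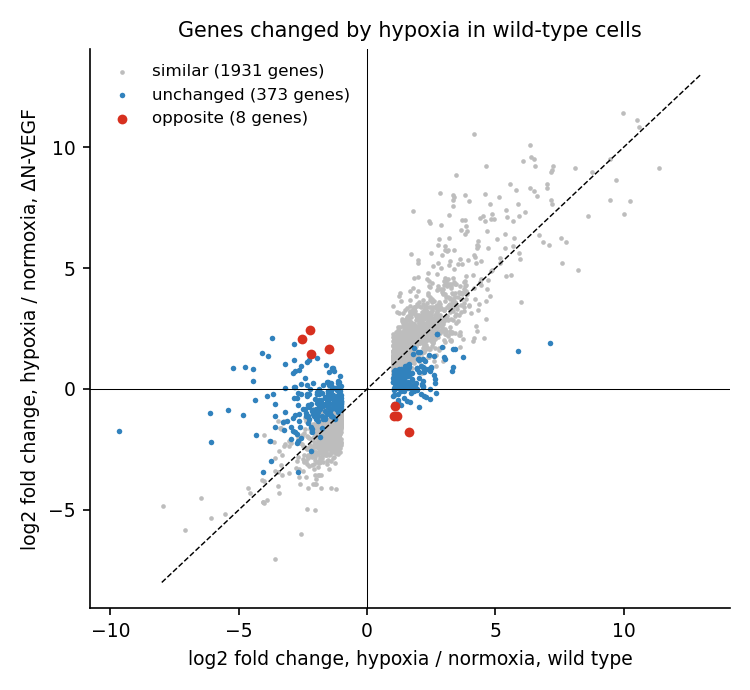
Log2 fold change after hypoxia in ΔN-VEGF cells against that in wild-type cells, with each point a gene changed in wild-type cells and coloured by its class. Most points lie near the diagonal, and few lie in the quadrants of opposite direction.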

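The 381 genes with no similar response were compared between the cell types under normoxia. Of these, 39 differed at an adjusted p below 0.05, or 10.2% (95% Wilson interval 7.6% to 13.7%). Among the 1931 genes with a similar response 130 differed, or 6.7%. With replicate number as a block the percent was 8.71%. A block fitted to the 6 normoxia samples alone, chosen after seeing the data, left 1 gene of all tested past the threshold, fold change included. The same samples with no block left 15, so most calls were lost before the block was added. The percent was not computed in the block fit and is therefore not established. Deviations of same-numbered samples from their group means had their highest mean correlation under normoxia, 0.41 against -0.17 for other pairs. This rests on the samples numbered 2, since replicates 1 and 3 of the lines resembled each other as much across numbers (0.977 and 0.978) as within them (0.978 and 0.978). The percent moved most when replicate 2 of wild-type normoxia was left out: 569 of 902 genes, or 63.1%, then differed. In Table S3, 13 of 259 tested genes of G2 and 25 of 250 of G5 differed between the cell types under normoxia.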

Of note, most of these genes showed differential expression in ΔN-VEGF cells even before hypoxia was induced. Following hypoxia, most of these genes showed only partial elevation or downregulation and did not reach the levels of expression observed in normal cells (groups G2 and G5). 

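Of the 373 genes without a call in ΔN-VEGF cells, 87 lay short of the wild-type level after hypoxia at an adjusted p below 0.05, or 23.3% (95% Wilson interval 19.3% to 27.9%). These are genes raised in wild-type cells and lower in hypoxic ΔN-VEGF cells, or the reverse. Genes with no call between the lines under hypoxia counted as not short, and direction alone was not used. With replicate number as a block the percent was 26.1%, with a mean correlation of 0.07 between same-numbered hypoxia samples. It moved most, to 40.2%, when the 3000 genes with the smallest p were classed. The 259 tested genes of G2 rose by a median of 0.53 on the log2 scale in wild-type and 0.24 in ΔN-VEGF cells. The 250 of G5 had medians of -0.71 and -0.19. With log2 CPM centred on each gene's mean, the median for G2 was -0.55, 0.28 and -0.55 in the wild-type normoxia samples. It was 0.27 to 0.29 in wild-type hypoxia. For G5 the values were 0.69, -0.42 and 0.66, against -0.31 to -0.30. Replicate 2 of wild-type normoxia thus shows neither the rise of G2 nor the fall of G5.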

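The 8 genes with opposite calls in the cell types made up 0.35% of the 2312 (95% Wilson interval 0.2% to 0.7%). Ccr7 fell by 2.24 on the log2 scale in wild-type cells and rose by 2.44 in ΔN-VEGF cells (adjusted p 0.023 and 0.0052), and Col3a1 changed by -2.20 and 1.43 (0.0054 and 0.029), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both falls in wild-type cells rest on normoxia replicates 1 and 3. In normoxia replicate 2 Ccr7 stood at 0.44 CPM, below the wild-type hypoxia samples (0.79 to 0.94). Col3a1 stood at 336 CPM there, also below them (341 to 348). Lama4 and Pappa2 also fell in wild-type cells, while Cxcl10, Gm10701, Slc16a6 and Tnxb rose there. These 6 were named after their values were seen. The block on replicate number gave 0.30%, and leaving out replicate 2 of wild-type normoxia gave 5.23%. Leaving out both normoxia samples numbered 2, an alternative chosen after seeing the data, moved the percent most, to 5.41%.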

A small proportion of the genes displayed opposite expression trends under normoxia as compared to hypoxia in the two cell lines (groups G3 and G4). 

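Of the 56 genes that Table S3 lists under G3, 2 rose in wild-type cells after hypoxia and 41 fell in ΔN-VEGF cells. Their median log2 fold change was -0.01 in wild-type and -1.32 in ΔN-VEGF cells. Between the cell types it was 0.31 under normoxia, where 0 of the 56 genes differed at an adjusted p below 0.05, and -1.06 under hypoxia, where 12 did. In the 3 wild-type normoxia samples the median of the centred log2 values was -0.64, 1.23 and -0.60, so that replicate 2 lay above all wild-type hypoxia samples (0.23 to 0.27). Without that sample 55 genes rose in wild-type cells, with a median of 0.81, and the median difference under normoxia was 1.26. The block fit raised 3 genes. Of the 43 tested genes of G4, 9 fell in wild-type cells and 18 rose in ΔN-VEGF cells, with median log2 fold changes of -0.74 and 1.1.

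**Figure D3:**
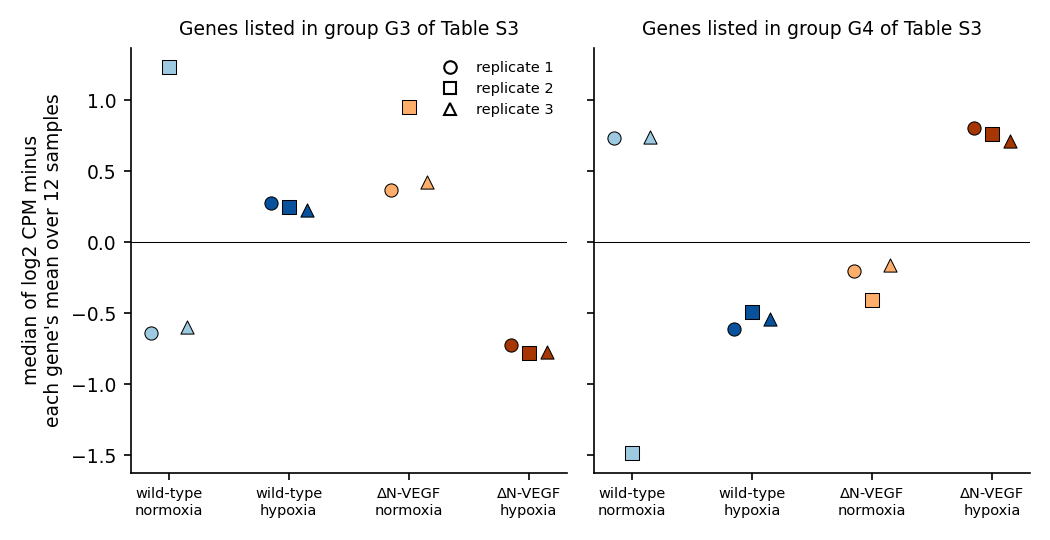
Median over the genes of G3 and G4 in Table S3 of the log2 CPM, centred on each gene's mean, with 1 point per sample grouped by cell type and oxygen. Replicate 2 of wild-type normoxia lies on the other side of the wild-type hypoxia samples from replicates 1 and 3 in both sets.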

For example, group G3 showed higher levels of expression in the knockout compared to the wild type under normal conditions, while following hypoxia, expression levels were downregulated in the knockout and elevated in the wild type. This observation shows that N-VEGF deletion had an immense impact on gene expression even before and more massively after hypoxic stress (see annotations in Table S3). 

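Between ΔN-VEGF and wild-type cells, 319 of 14724 genes differed under normoxia, 91 higher and 228 lower in ΔN-VEGF cells. Under hypoxia 1002 differed, 422 higher and 580 lower. Genes with no overlap between the samples compared made up 16.3% and 59.8%, where 10% is the chance share. With replicate number as a block the counts were 295 and 1051, and the correlations between same-numbered samples were 0.41 and 0.07 as above. A block fitted to the 6 normoxia samples alone, chosen after seeing the data, left 1 gene, so the normoxia count is not established. Fits to the 6 samples of each condition alone, with no block, gave 15 genes under normoxia and 1362 under hypoxia. Most normoxia calls were thus lost when the hypoxia samples were left out, before any block. The few calls left do not show that the lines are alike. The normoxia count rose to 2013 without replicate 2 of the wild type, and the hypoxia count rose to 2961 with no fold threshold. With total counts only, the median of all genes under hypoxia went from -0.01 to -0.24, and the percent of differing genes that were higher in ΔN-VEGF cells from 42.1% to 20.3%. After its account of the groups, with G3 as the example, the paper concludes that the deletion acts on expression before hypoxia and more so after it.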

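Genes are ranked here among those with a mean of at least 10 CPM and no overlap between the samples compared. Under normoxia the largest rises in ΔN-VEGF cells were those of Rhox5 (4.30 on the log2 scale, adjusted p 1.5e-09), Rtn4rl2 (2.19, 0.0041) and H2-K1 (2.09, 0.001), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest falls were those of Sorcs2 (-2.96, adjusted p 0.0031), Ankrd1 (-1.88, 0.0058) and Dhrs7 (-1.79, 0.036), from the same test. Under hypoxia Igf2 (8.40, adjusted p 0.008), Ccr7 (5.81, 0.00058) and Ccl8 (5.21, 0.032) were most raised in the same test. Ngef (-2.41, adjusted p 0.0016), Acsbg1 (-2.35, 0.0029) and Slfn9 (-2.19, 0.002) were most lowered in that test. In the block fit to the 6 normoxia samples alone, Rhox5 kept its call (4.30, adjusted p 0.0061), and the other 5 genes named for normoxia had adjusted p from 0.16 to 0.24 in edgeR's test. Their log2 differences stayed near the main values, at 2.32, 2.15, -2.77, -1.81 and -1.58 in the order named.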

Since the main focus of this study was to characterize the nuclear role of N-VEGF, we analyzed the impact of its knockout on the 155 genes modified following N-VEGF translocation to the nucleus (Figure 4B, NLS-N-VEGF vs. ΔNVEGF). 

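The Table S2 list was also looked up in ΔN-VEGF cells, hypoxia against normoxia. Of the 123 genes on the Up sheet 54 rose, 25 fell and 44 had no call. On the Down sheet 28 of 32 fell, 0 rose and 4 had no call. The trend was opposite for 16.1% of the list (95% Wilson interval 11.2% to 22.7%) and the same for 52.9%. Opposite or no change together made up 47.1%. These calls depend on the scaling: with total counts only 36 genes of the Up sheet rose and 47 fell, and the opposite trend was 30.3%. Matched random lists had a median of 27.7% with the opposite trend (21.3% to 34.8%), and 10000 of 10000 reached the observed percent. For the same trend their median was 34.2% (27.1% to 41.3%), and 0 of 10000 reached the observed 52.9%. The list thus followed hypoxia more often than random lists in cells without N-VEGF too. Its excess in wild-type cells therefore does not show a dependence on N-VEGF. Compared with hypoxic wild-type cells instead, hypoxic ΔN-VEGF cells had the opposite trend for 17.4% of the list, against 8.4% in random lists (4.5% to 12.9%, 5 of 10000 at or above). The same trend was seen there for 20.6%, against 14.8% in random lists (370 of 10000 at or above). The block on replicate number gave 16.8%, with a mean correlation of 0.06 between same-numbered samples. The choice that moved the percent most was to count no change as opposite. The interaction had an adjusted p below 0.05 for 14 of the 155 genes over all tested genes, and for 29 when p was adjusted within the list.

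**Figure D4:**
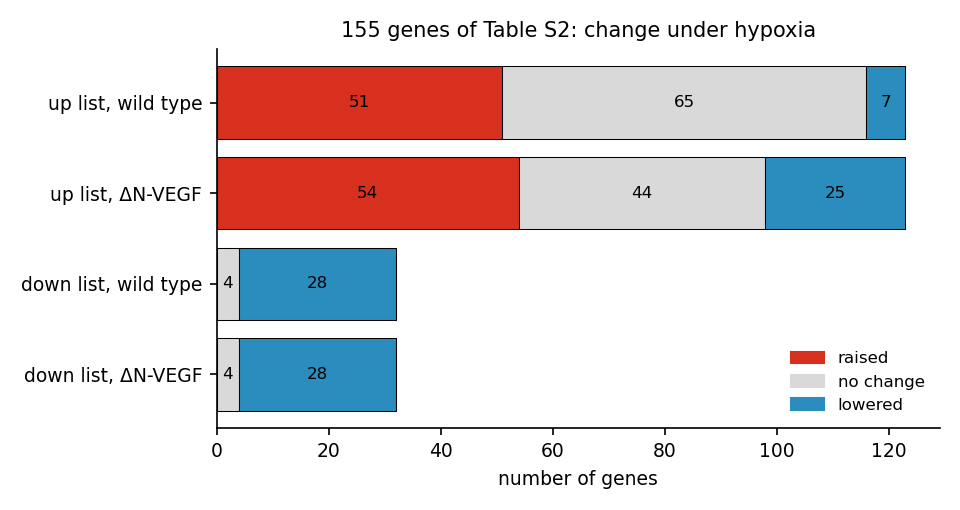
Number of genes of the Up and Down sheets of Table S2 that hypoxia raised, left without a call or lowered in wild-type and ΔN-VEGF cells, as stacked bars. The Down bars look the same in both cell types, and the lowered part of the Up bar is larger in ΔN-VEGF cells.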

Interestingly, out of the 155 genes modified in NLS-N-VEGF cells, 53% exhibited opposite expression patterns in hypoxia-challenged ΔN-VEGF cells, which is much higher than what is expected by random events. 

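Aqp1 changed by -0.04 on the log2 scale after hypoxia in wild-type cells (adjusted p 0.87) and by -1.41 in ΔN-VEGF cells (2e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its mean went from 127 ± 6.84 to 124 ± 6.35 CPM (± SD) in wild-type cells and from 120 ± 31.0 to 45 ± 2.56 in ΔN-VEGF cells. The difference in response was -1.38 (SE 0.21, adjusted p 0.0093 in the interaction term of that test). In ΔN-VEGF cells Sgk1 fell by 0.89 (adjusted p 6.1e-05), Nrp1 by 0.80 (0.00014) and Src by 0.32 (0.039), from the same test. Over 10 alternatives the calls of Sgk1 and Nrp1 held in 10, while that of Src held in 4, with adjusted p up to 0.13. Sgk1 and Nrp1 also fell in wild-type cells, by 0.65 and 0.64 (both 0.00099 in this test), while Src changed by -0.04 (0.79). The interaction was -0.25 for Sgk1, -0.15 for Nrp1 and -0.27 for Src, with adjusted p of 0.40, 0.62 and 0.37 in edgeR's test. Over 16 alternatives it was below 0.05 in 2 for Sgk1, 0 for Nrp1 and 1 for Src. Leaving out both normoxia samples numbered 2, chosen after seeing the data, gave -0.34, -0.03 and -0.44 (adjusted p 0.0016, 0.77 and 0.00051, same test). The missing calls for Sgk1 and Src thus depend on these samples. Msn and Pik3c2a changed in ΔN-VEGF cells by -0.08 and -0.21, with adjusted p of 0.83 and 0.35 in that test. Table S2 lists Sgk1 and Nrp1 on its Down sheet, with a positive fold change for Sgk1. Under hypoxia Aqp1, Nrp1 and Src were lower in ΔN-VEGF than in wild-type cells, with log2 differences of -1.46, -0.58 and -0.55 (adjusted p 2e-04, 0.0049 and 0.0079, edgeR as above). Those of Sgk1, Pik3c2a and Msn were -0.35, -0.38 and -0.24 (adjusted p 0.0496, 0.17 and 0.63, same test).

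**Figure D5:**
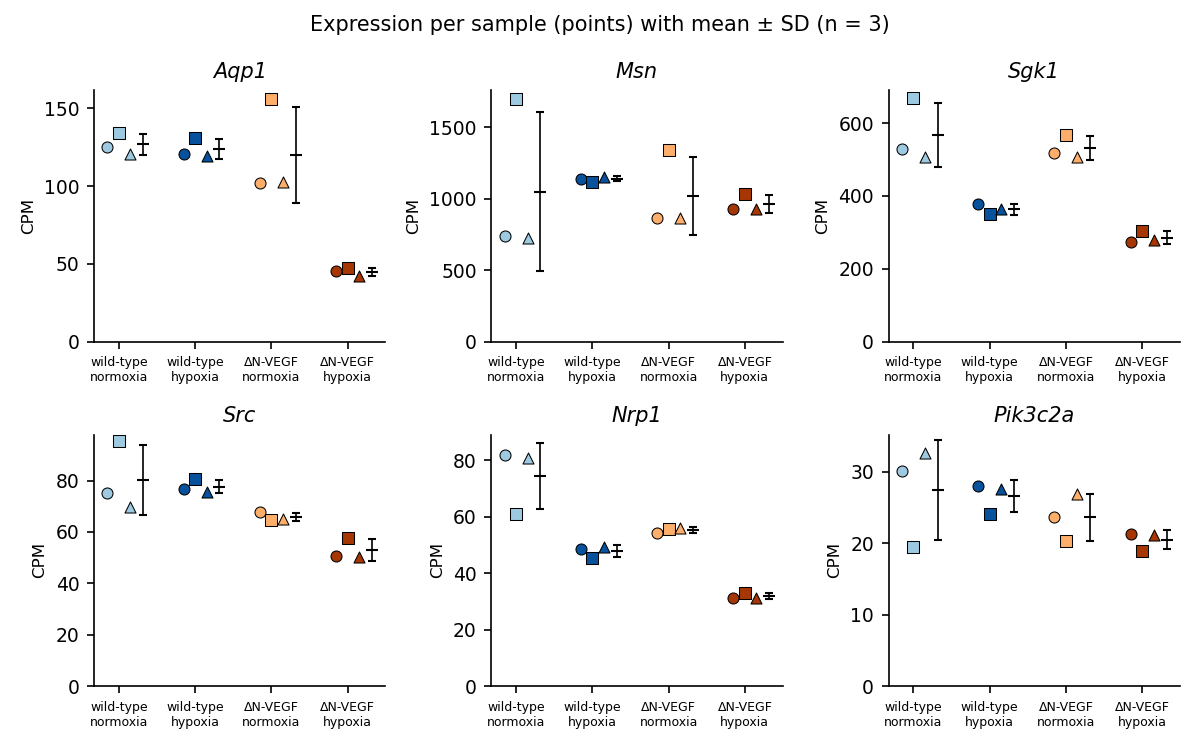
CPM of Aqp1, Msn, Sgk1, Src, Nrp1 and Pik3c2a in each of the 12 samples, by group. Aqp1 is lower in the 3 hypoxic ΔN-VEGF samples than in the other 9.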

Annotations of the genes that were upregulated by nuclear mobilization of N-VEGF and downregulated in N-VEGF-depleted cells included angiogenesis and cell survival pathways (Figure 4B), including genes associated with the negative regulation of the apoptotic signaling pathway, such as *Aqp1*, *Msn*, *Sgk1*, *Src*, *Nrp1*, and *Pik3c2a* [20,26,27,28,29,30]. This suggests that N-VEGF expression protects cells against death elicited by stress signals such as hypoxia.

### 3.5. N-VEGF Deletion Leads to Increased Hypoxia-Mediated Cell Death

To examine if N-VEGF plays a role in defending cells against apoptosis-induced hypoxic stress, the effects of three different yet similar stress signals on ΔN-VEGF vs. wild-type cells were compared. More specifically, cells were exposed to hypoxia, CoCl_2_ [31], and serum deprivation [32], three stressors that mimic lack of blood supply. As a control, we induced Endoplasmic Reticulum stress (ER) [33], which does not mimic lack of blood supply and does not lead to VEGF expression. All stressors resembling lack of blood supply led to statistically significantly more apoptosis in ΔN-VEGF cells in comparison to NIH3T3 cells (Figure 4C, compare second and fourth columns in Hypoxia, CoCl_2_ and Starvation panels). In contrast, ER stress did not elicit a significant change in the apoptotic index between N-VEGF-deleted cells as compared to their WT counterpart cells (Figure 4C, Tunicamycin panel). Taken together, N-VEGF is essential for mediation of the anti-apoptotic state in stressed cells to overcome the harsh conditions until oxygen or blood supplies are improved. Overall, N-VEGF has a significant nuclear role on hypoxia-induced genes and physiology, as per the following proposed model (Figure 5). Upon hypoxia, the non-canonical isoform *L-VEGF* is translated and cleaved to VEGF and N-VEGF. Then, N-VEGF is mobilized to the nucleus and participates in the transcriptional regulation of the hypoxic response and in the induction of anti-apoptotic genes. While VEGF is secreted and regulates the hypoxic response in neighboring cells, N-VEGF serves as the autoregulatory arm of VEGF.

## 4. Discussion

Hypoxia is a severe cellular stress that leads to cellular injury and cell death. It leads to the upregulation of expression of gene sets that are involved in pathways aimed at minimizing cellular damage and enabling survival. Among the many rescue pathways activated in response to hypoxia are genes involved in the initiation of angiogenesis, in inhibiting apoptotic pathways, and in the maintenance of cellular structure [34]. This was demonstrated in a meta-analysis of hypoxic transcriptomes of many cell types [14]. 

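Table S3 lists 50 genes under the term response to hypoxia in its G1 sheet, of which 49 were tested. Hypoxia raised 49 of these in wild-type cells, 39 of them at least 2-fold, and 48 in ΔN-VEGF cells, with median log2 fold changes of 1.83 and 1.96. Of the 27 tested genes of the glycolytic process, 25 rose in wild-type and 27 in ΔN-VEGF cells, with medians of 2.13 and 2.23. The sheet holds genes that the authors had grouped as raised in both cell types, so these counts describe the group and are no test of the terms.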

Our data demonstrated typical changes in the transcriptome profile in the NIH3T3 cell response to hypoxia (Table S3). Likewise, nuclear localization of N-VEGF in various normal as well as cancer cell lines and tissues was also reported [3,4,5,6]. Therefore, our model of an autoregulatory role for N-VEGF (Figure 5) is physiologically relevant and represents its genuine potential.

The lack of effect of N-VEGF depletion on VEGF expression levels is explained by the existence of two separate internal ribosome entry sites (IRES) in the 5′ end of VEGF. These two IRES sequences are functional for non-canonical translation under hypoxic conditions when the normal ribosome scanning mechanism is halted (see illustration in Figure 1A) [9]. N-VEGF deletion results in impaired IRES A and IRES B is likely sufficient for effective translation of VEGF under these conditions [35,36].

This study provided complementary proof for the essential role of N-VEGF in activating the hypoxic response. We identified an exclusive gene set whose expression was modified by the mere mobilization of N-VEGF to the nucleus. Strikingly, although the hypoxic response is regulated by multiple factors, a significant number of the genes whose expression was modified when N-VEGF was shuttled to the nucleus had the inverse impact when hypoxia was induced in ΔN-VEGF cells. This set of genes included *Hif1α* and VEGF and a set of genes relevant to hypoxia. 

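In the RNA-seq counts Vegfa rose after hypoxia from 69.4 ± 26.0 to 280 ± 9.72 CPM (± SD) in wild-type cells, and from 35.7 ± 1.54 to 429 ± 9.35 in ΔN-VEGF cells. On the log2 scale these are 2.01 (adjusted p 5.8e-05) and 3.59 (6.6e-07), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interaction was 1.57 (SE 0.32, adjusted p 0.028), and under normoxia the difference of ΔN-VEGF from wild-type cells was -0.96 (0.039, same test). In a block fit to the 6 normoxia samples alone, chosen after seeing the data, the latter was -0.88 (adjusted p 0.26, same test). Reads from the deleted stretch of Vegfa cannot be counted in ΔN-VEGF cells, which lowers the level there by an amount that was not measured. Hif1a went from 215 ± 69.1 to 161 ± 19.9 CPM in wild-type cells, a change of -0.42 with an adjusted p of 0.16 in the same test. In ΔN-VEGF cells it went from 208 ± 36.2 to 351 ± 14.0, a rise of 0.75 with an adjusted p of 0.014. Over 10 alternatives the latter ran from 0.0022 to 0.28 and was below 0.05 in 8. The interaction for Hif1a was 1.17 (adjusted p 0.067, edgeR as above), and 1.16 with the replicate block (adjusted p 0.028), so its call depends on the block. Under hypoxia Hif1a was higher in ΔN-VEGF than in wild-type cells by 1.12 (adjusted p 0.0059, same test), with an adjusted p from 2.7e-05 to 0.028 over 10 alternatives. These counts measure mRNA in cells with and without the deletion and not the effect of nuclear N-VEGF. The block on replicate number gave log2 fold changes of 2.06 and 3.59 for Vegfa in wild-type and ΔN-VEGF cells, where the correlation check stands at 0.013 and 0.056.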

Functionally, *N-VEGF* deletion impaired the cellular defense against hypoxic stress-mediated cell death.

Although VEGF has been extensively studied in numerous physiological systems over more than three decades and N-VEGF was identified about 20 years ago, our study provides the first evidence of the functional role of N-VEGF. The regulatory architecture of the gene is comprised of two separate arms activated by the same transcript. While VEGF is secreted and activates angiogenesis in surrounding cells, N-VEGF shuttles to the nucleus and regulates intracellular gene responses, thereby serving as the autoregulatory arm of VEGF. This regulatory architecture is beneficial because it provides simultaneous regulation of both intra- and inter- cellular responses by a single promoter (see schematic illustration in Figure 5). While other biological systems, such as the pro-opiomelanocortin transcript, generate different secreted hormones by proteolytic cleavage (for review see [37]) or delta-notch signaling, in which a segment of the notch receptor is sent to the nucleus and regulates transcription (for review see [38]), to our knowledge, this is the first report of a mechanism in which the same transcript regulates intra- and inter- cellular response. It would be interesting to identify additional transcripts having similar regulatory architectures.

The extent to which N-VEGF plays a regulatory role in hypoxic responses and in angiogenesis in physiological and pathophysiological contexts remains to be determined. Circumstantial evidence suggests the involvement of N-VEGF in various pathologies. Genomic polymorphism resulting in IRES B dysfunction was shown to reduce L-VEGF levels in ALS, in macular retinal thickness, and found to be associated with an increased risk of breast cancer aggressiveness, and gastric as well as prostate cancers (reviewed in [1]). The role of N-VEGF in models of these diseases as well as in normal development remains to be examined.

Since this study uncovered a previously unknown regulatory mechanism of VEGF, many elementary questions regarding the manner in which N-VEGF exerts its effect remain to be addressed. Future experiments will determine if N-VEGF binds to the chromatin, elucidate the genomic loci it interacts with and identify its partners. In addition, deciphering its three-dimensional structure will help in understanding its specific role.

## Figures and Tables

**Figure 1:**
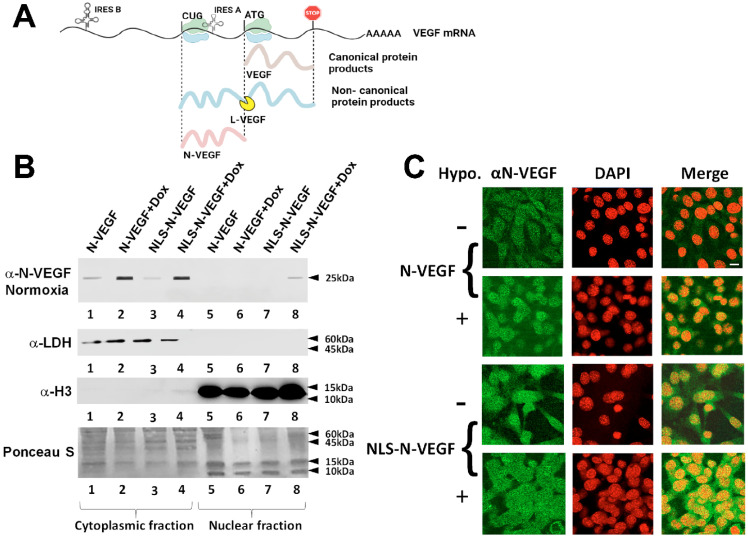
Hypoxia-independent nuclear mobilization of N-VEGF using the Cas9-NLS system. (**A**) Schematic illustration of the *VEGF* mRNA transcript, IRES domains, and the translated products. Two translational products are generated. The non-canonical *L-VEGF* translation start site is *CUG*, and the canonical start site of *VEGF* is *ATG*. The locations of IRES A and B promoting translation under hypoxic stress are indicated. VEGF and L-VEGF proteins are illustrated as well as the proteolytic cleavage site of L-VEGF resulting in N-VEGF. (**B**) NIH3T3 cells were transduced with either *N-VEGF* or *NLS-N-VEGF* expression constructs with or without the inducer of the *Tet*-on promoter (Dox). Nuclear as well as cytoplasmic fractions were obtained from these cells. Western blot with anti N-VEGF antibodies was performed on these extracts. Subsequent western blots on the same membrane were done using antibodies against LDH and histone H3 to show the purity of cytoplasmic and nuclei fractions, respectively. Ponceau S staining was carried out to demonstrate equal protein loading for all cytoplasmic and nuclear fractions. (**C**) Immunofluorescence of N-VEGF and NLS-N-VEGF cells before and following hypoxia (green) and nuclear staining with DAPI (red) is demonstrated. Minus sign represents normoxia, while plus sign hypoxia, Scale bar-50 µm.

**Figure 2:**
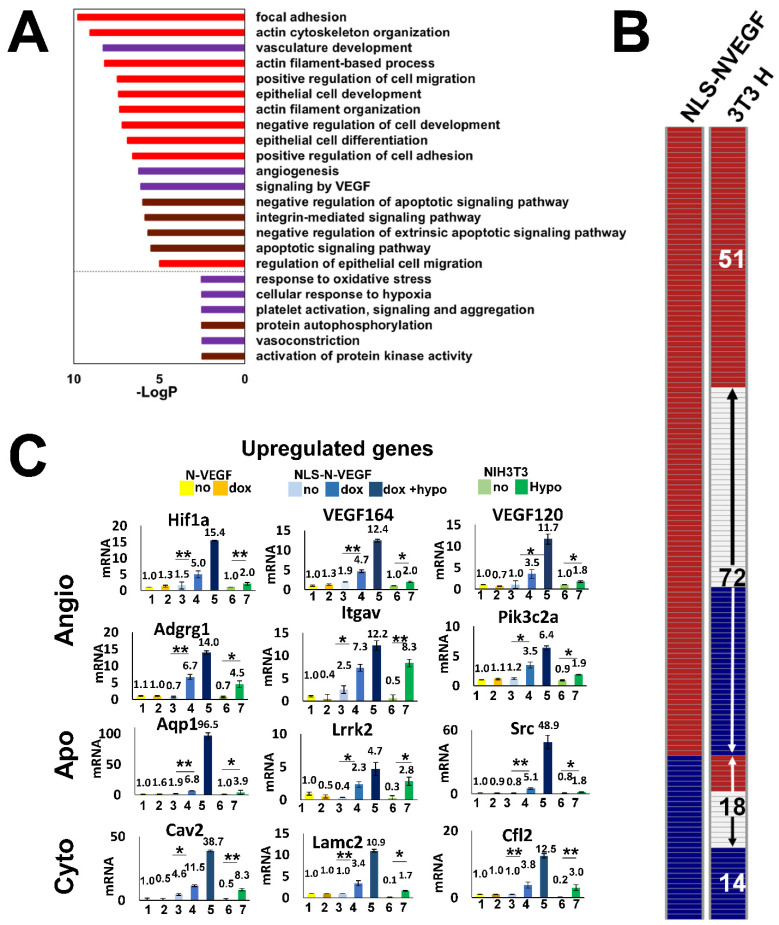
Transcriptional impact of hypoxia-independent mobilization of N-VEGF to the nucleus. (**A**) The top gene ontology terms of the 123 genes upregulated when N-VEGF is shuttled to the nucleus. Bars below the dashed line are not statistically significant. (**B**) Qualitative comparison between 155 differentially expressed genes following mobilization of N-VEGF to the nucleus and their expression trend in wild type cells exposed to hypoxia. The columns represent a qualitative heatmap showing the direction of change in gene expression level (up-red, down-blue, no change-white) in NLS-N-VEGF cells following dox treatment (NLS-N-VEGF, left column) in comparison to NIH3T3 cell under hypoxia (3T3 H, right column). The numbers within the right column represent the number of genes in each group that were annotated (detailed annotations in Figure S5A–D). (**C**) Validation of RNA seq results using qPCR. Real-time RT-qPCR analyses were performed on select upregulated genes from each functional annotation group. The data is presented for N-VEGF-expressing cells before (yellow) and following treatments with dox (dark yellow), NLS-N-VEGF cells before (light blue) and following treatments with dox (blue) and NLS-N-VEGF cells treated with dox plus hypoxia (dark blue). The data were compared to control NIH3T3 cells before (light green) and following hypoxia (green). Genes associated with angiogenesis (Angio), Apoptosis (Apo) and cell structure (Cyto) are indicated. Fold changes in mRNA levels in triplicates from three independent experiments were determined. Statistical significance was determined by two-way ANOVA, * *p* ≤ 0.05, ** *p* ≤ 0.01). Values are mean ± AVEDEV.

**Figure 3:**
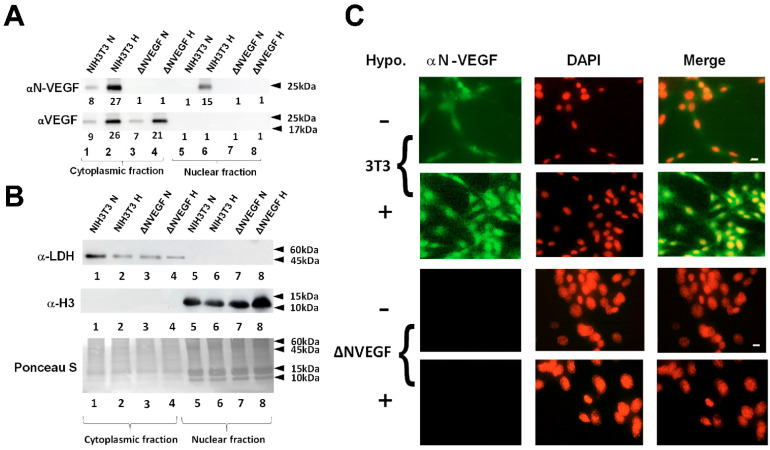
Genomic deletion of *N-VEGF* using CRISPR-Cas9. (**A**) Cytoplasmic and nuclear fractions were prepared from NIH3T3 and *N-VEGF* deleted cells (ΔNVEGF). Western blots were performed with antibodies directed against N-VEGF and VEGF showing complete deletion of endogenous *N-VEGF* using CRISPR-Cas9. Numbers below lanes indicate the average relative density of the band from three different gels as determined using ImageJ software, https://imagej.nih.gov/ij/, accessed on 12 March 2019 [25]. Statistical significance (*p* ≤ 0.05) was determined by a Student’s *t*-test. (**B**) To demonstrate the purity of soluble cytoplasmic and nuclear protein extracts, Western blots and Ponceau S staining were performed as elaborated in Figure 1. (**C**) Immunostaining showing the complete absence of N-VEGF in deleted cells was performed as elaborated in Figure 1, scale bar-50 µm.

**Figure 4:**
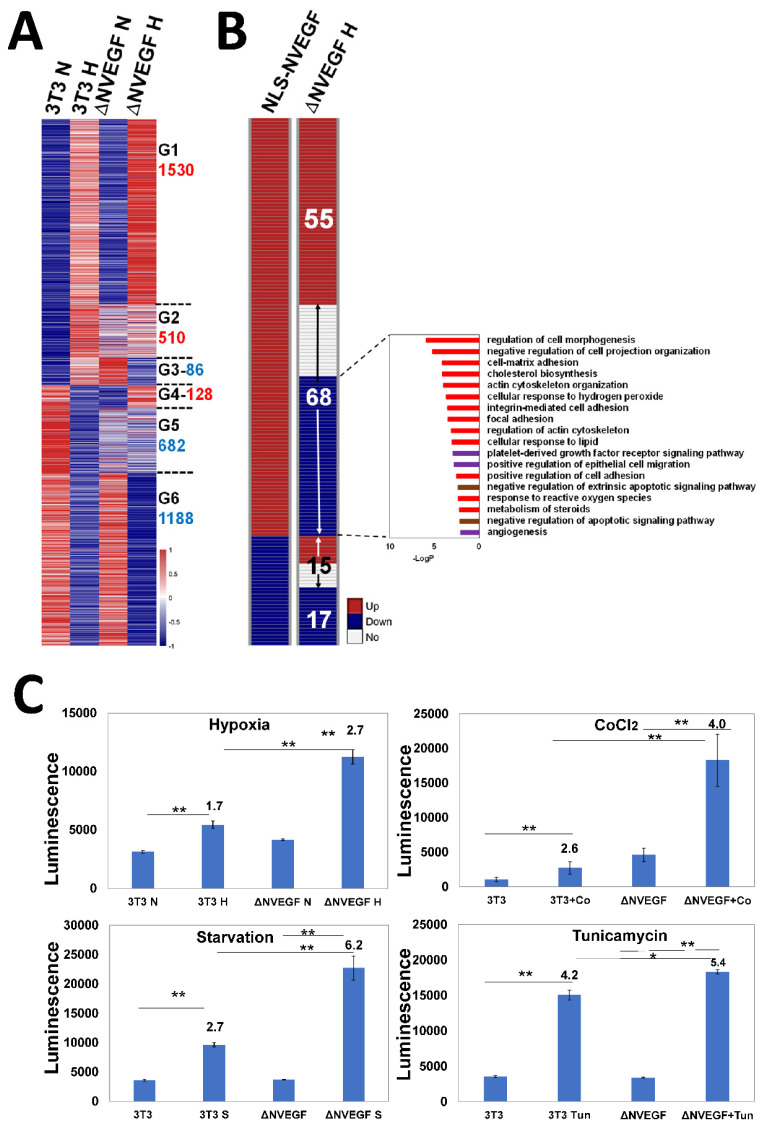
Impact of N-VEGF deletion on hypoxia-induced genes and on cellular physiology (**A**). Shown is a heatmap demonstrating gene expression levels in NIH3T3 cells (3T3) and ΔN-VEGF counterpart cells (ΔNVEGF) under normoxia (N) and following hypoxia (H). The heatmap presents only the 3000 genes modified following hypoxia in the wild type. The genes were divided into six groups (G1–G6) of upregulated (red) or downregulated (blue) expression in hypoxia. The numbers of differential genes in each group is indicated next to the name of each group (red-up and blue-down). (**B**) A qualitative comparison between the 155 genes that exhibited differential expression when N-VEGF was shuttled to the nucleus and the expression trend of these genes in ΔN-VEGF cells following hypoxia. The numbers of genes in each group is indicated in the right column. The annotations of genes (68) that were upregulated in NLS-N-VEGF cells following dox and downregulated in ΔN-VEGF cells are presented. (**C**) To induce stress signals, NIH3T3 cells and their N-VEGF-deleted counterparts were exposed to hypoxia, CoCl_2_, starvation, and tunicamycin for 18 h. Apoptosis was determined using the ApoTox-Glo^TM^ Triplex Assay. The results represent three different experiments that were performed in triplicates. Statistical significance was determined by a Student’s *t*-test, * *p* < 0.05, ** *p* < 0.01).

**Figure 5:**
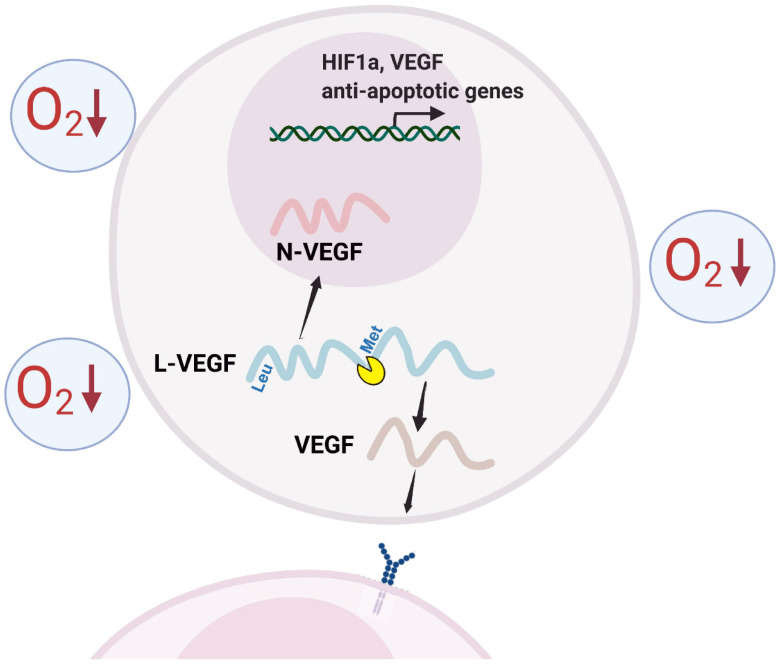
N-VEGF as an autoregulator. Schematic illustration of L-VEGF processing and autoregulation by N-VEGF. *L-VEGF* translation is initiated from an upstream non-*AUG* start codon (*CUG*-Leu). Following processing, N-VEGF shuttles to the nucleus while the remaining fragment, VEGF, is secreted via its intrinsic *N*-terminal signal peptide.

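In the mouse genome (GRCm38, GENCODE annotation) Vegfa lies on the minus strand of chromosome 17, from 46016993 to 46032369. The CUG codon starts at 46031890 and the AUG codon of classical VEGF at 46031356, both in exon 1, with 534 bases or 178 codons between them in frame. The N-VEGF sequence begins CTGACGGACAGACAGACAGA. Of the 13 annotated transcripts, 5 contain the CUG codon. The target of gRNA1, TCGGCAGCCCGCCGGCGAGG, lies at 46031824 to 46031843, 47 bases past the CUG codon, and is followed by AGG. The target of gRNA4, CTCGCAGTCCGAGCCGGAGA, lies at 46031399 to 46031418, 43 bases before the AUG codon, and is followed by GGG. The 405 bases between the targets lie in the coding sequence of all 5 transcripts with the CUG codon, of which Vegfa-202 and Vegfa-207 have it annotated as their start, and the gRNA4 target lies in the untranslated region of Vegfa-201. The ends of the deletion depend on the donor DNA as well as on the guides and were not measured here.

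**Figure D6:**
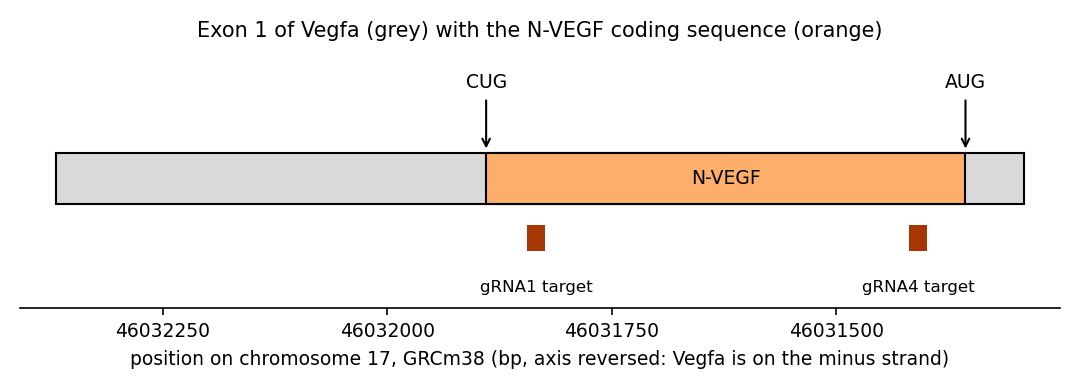
Exon 1 of Vegfa on chromosome 17 with the CUG and AUG codons, the N-VEGF coding sequence and the targets of gRNA1 and gRNA4. The targets lie inside the N-VEGF sequence, near its ends.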

## Data Availability

All RNA sequencing data were deposited to the Gene Expression Omnibus (GEO) with accession numbers GSE178297 and GSE178298.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11081289/s1, Figure S1: Schematic illustrations; Figure S2. PCR analysis of NIH3T3 with a replacement of the *N-VEGF* gene with a reporter cassette; Figure S3:. PCR analysis to verify genomic *N-VEGF* deletion from NIH3T3; Figure S4: Annotation and pathway analysis of the 32 differentially expressed genes that were down regulated following hypoxia independent nuclear mobilization of NLS-N-VEGF; Figure S5: Annotation of 155 genes that exhibited differential expression in NLS-N-VEGF cells and NIH3T3 cells following hypoxia; Table S1: List of primers used in this study; Table S2: Gene list and annotation of 155 genes that exhibited differential expression in NLS-N-VEGF cells treated with dox; Table S3: Annotation of genes that exhibited differential expression between Δ-N-VEGF and NIH3T3 cell following hypoxia.

# Supplementary material for: N-VEGF, the Autoregulatory Arm of VEGF-A
**Source:** Cells. 2022 Apr 11;11(8):1289. doi: 10.3390/cells11081289
**Supplement:** Supplementary file 1

# Supporting information for

## **N-VEGF, the autoregulatory arm of VEGF-A**

Marina Katsman<sup>1</sup>, Aviva Azriel<sup>1</sup>, Guy Horev<sup>2</sup>, and Yitzhak Reizel<sup>1†</sup>, and Ben-Zion Levi<sup>1\*</sup>

### **This PDF file includes:**

Figs. S1 to S5

Table caption S1 to S3

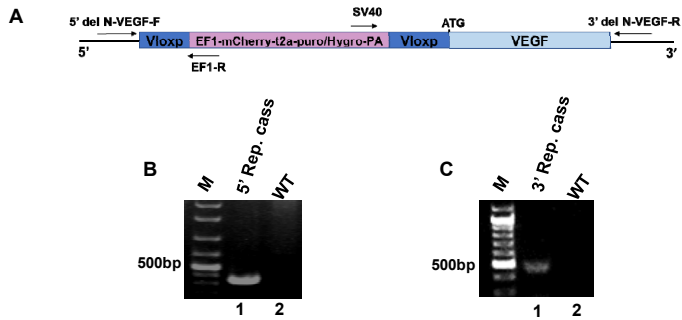

**Figure S2. PCR analysis of NIH3T3 with a replacement of the N-VEGF gene with a reporter cassette.** (A) Schematic illustration of the reporter cassette harboring a reporter gene followed by Puromycin or Hygromycin resistance genes. Primer pairs for each junction were used for clones analysis. (B) Agarose gel showing the expected 435bp PCR product from 5' junction of isolated clone 1 (panel 1) obtained using the 5'-del NVEGF forward primer and reverse primer EF1-R from the insert. (C) Agarose gel showing levels of the expected 482bp PCR product from the 3' junction (panel 1), obtained using the SV40 forward primer and 3' del NVEGF reverse primer.

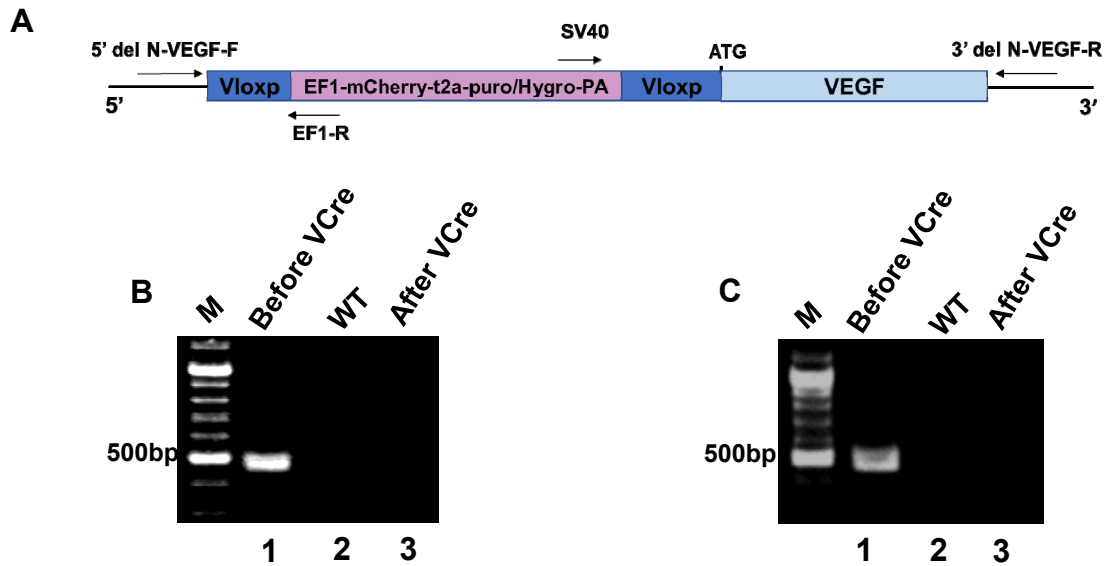

**Figure S3. PCR analysis to verify genomic N-VEGF deletion from NIH3T3.** (A) Schematic illustration of the reporter cassette harboring a reporter gene followed by Puromycin or Hygromycin resistance genes. Primer pairs for each junction were used for clones analysis. (B) Agarose gel showing levels of the expected band of 435 bp PCR product from the 5' junction of clone 1 before (panel 1) and following VCre expression (panel 3). Removal of the reporter cassette was determined using 5'-del NVEGF forward primer and reverse primer EF1-R from the insert. (C) Agarose gel showing levels of the expected band of 482 bp PCR product from the 3' junction, obtained using the SV40 forward primer and 3'-del NVEGF reverse primer before (panel 1) versus after VCre expression (panel 3).

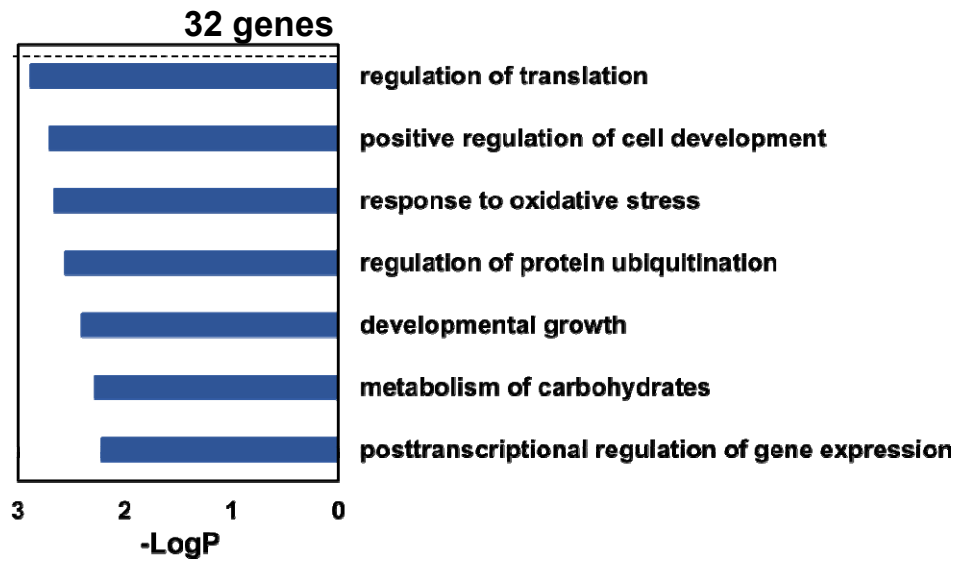

**Figure S4 Annotation and pathway analysis of the 32 differentially expressed genes that were down regulated following hypoxia independent nuclear mobilization of NLS-N-VEGF. The annotations for the downregulated genes was performed as elaborated under Fig.1.**

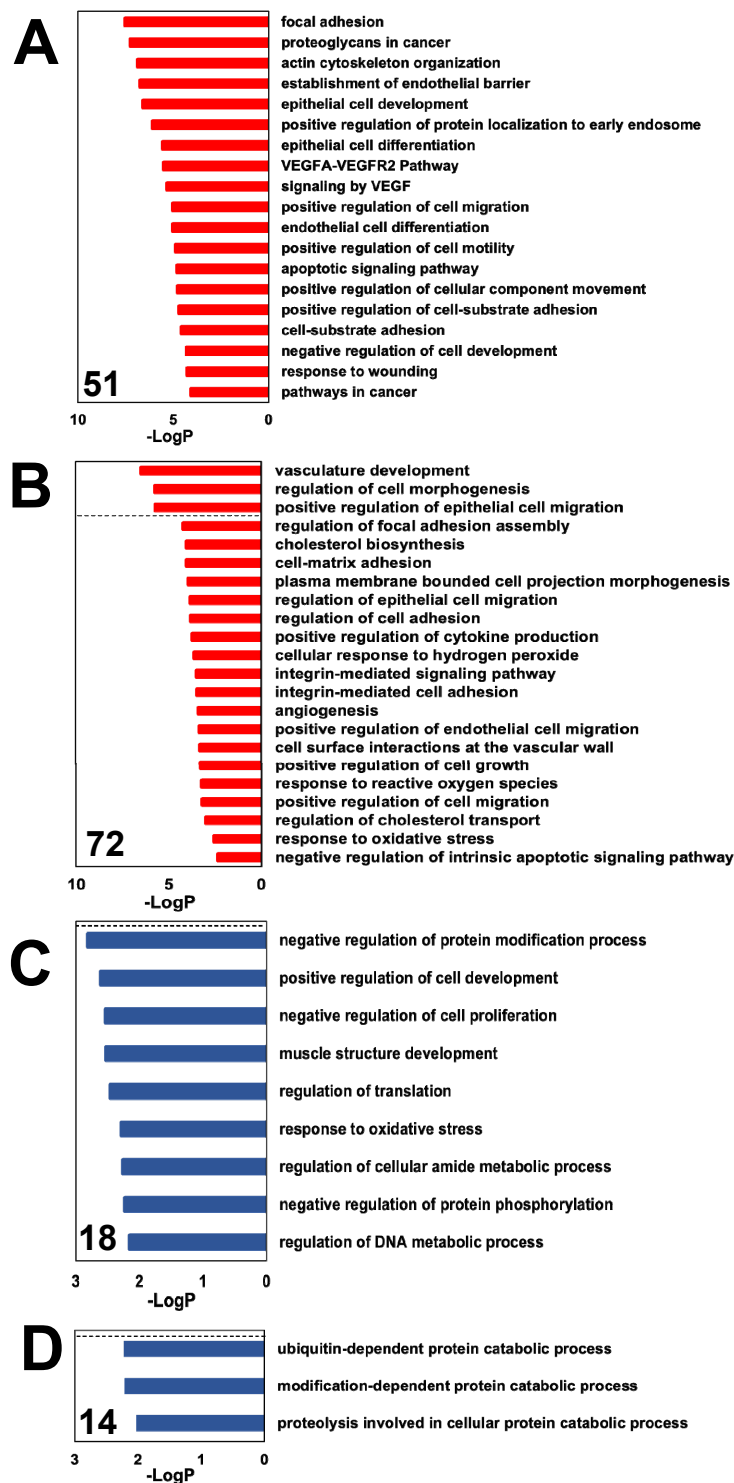

**Figure S5 Annotation of 155 genes that exhibited differential expression in NLS-N-VEGF cells and NIH3T3 cells following hypoxia.** (A) Annotation of genes (51) that were upregulated in both cell types. (B) annotation of genes (72) that were upregulated in NLS-N-VEGF cells following dox and not changed or downregulated in NIH3T3 cells. (C) annotation of genes (18) that were downregulated in NLS-N-VEGF cells following dox and upregulated or not changed in NIH3T3 cells. (D) Annotation of genes (14) that were downregulated in both cell types. Bars below dotted line represent less significant annotation groups.

**Table S1. List of primers used in this study.**

Table S1.xlsx

**Table S2. Gene list and annotation of 155 genes that exhibited differential expression in NLS-N-VEGF cells treated with dox.** Annotation of 123 upregulated genes (up tab) and 32 downregulated genes (down tab) in NLS-N-VEGF cells treated with dox.

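The list holds 155 genes, 123 on the Up and 32 on the Down sheet. For 73 of them the table also gives a signed fold change next to the annotations. In 24 of these 73 the sign is opposite to the sheet, with 14 negative values among genes of the Up sheet and 10 positive values among those of the Down sheet. The sheet gave the direction wherever the list is used here. With the sign in its place where one is given, 44.5% of the list had the same trend in hypoxic wild-type cells and 20.6% the opposite trend in hypoxic ΔN-VEGF cells.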

Table S2.xlsx

**Table S3. Annotation of genes that exhibited differential expression between  $\Delta$ -N-VEGF and NIH3T3 cell following hypoxia.** The genes are arranged in six groups (G1-G6). G1 and G6, similar expression pattern in both cell types of genes either induced or repressed following hypoxia, respectively. G3 and G4, inverse expression pattern in  $\Delta$ -N-VEGF cells, either upregulated (G3) or downregulated (G4) following hypoxia in comparison to NIH3T3 under the same treatment. Last, genes that exhibited no change in expression pattern in  $\Delta$ -N-VEGF cells that were either upregulated or downregulated in NIH3T3 cells following hypoxia, groups G2 and G5, respectively. Statistically significant annotation groups, Log q < 0.05.

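The sheets name member genes per annotated term and so cover only part of each group. Distinct symbols number 835 in G1, 266 in G2, 56 in G3, 45 in G4, 265 in G5 and 611 in G6. Of these, 814, 259, 56, 43, 250 and 596 were found among the 14724 tested genes.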

Table S3.xlsx

How the deposited data were processed for this re-analysis (not part of the article)

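RNA-seq counts of 12 samples were used: wild-type NIH3T3 cells and ΔN-VEGF cells, each in normoxia and after 16 h below 0.2% oxygen, with 3 samples per group. The authors prepared libraries from total RNA, sequenced 80-bp single reads, trimmed them, aligned them to the mouse genome with TopHat2, and deposited each gene's raw count of reads from HTSeq-count. The methods do not say whether reads were counted by strand, so counts of genes that overlap on opposite strands are uncertain. The values are whole numbers with no scaling or filtering, and were used as such. Samples of the paper's other experiments were not used here. Conditions came from the labels of the samples, and so did the replicate numbers by which samples were paired in the block. The text does not say whether same-numbered samples were grown together. The labels do not say whether the samples of a group were separate cultures.

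The file holds 54446 genes, and 14724 were tested after edgeR's filter on low counts (filterByExpr). Counts on genes numbered 30519052 to 43056690 per sample, with a median of 39309933. The 10 most abundant genes took 6.96% to 10.5% of the counts of a sample. TMM scaling factors ranged from 0.83 in hypoxic ΔN-VEGF cells to 1.21 in wild-type normoxia. The closest pair of replicates differed by a chi-square of 2.96 per gene, where the sampling of reads alone gives about 1, so the spread between samples exceeds counting noise. Genes with at most 3 counts in all samples of a group have no usable level there, and their fold changes are given as lower bounds.

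Genes were compared with edgeR 4.0.16 in R 4.3.3: TMM scaling, a model with 1 mean per group over all 12 samples, the quasi-likelihood F test, and Benjamini-Hochberg adjustment over all tested genes. The 5 comparisons were hypoxia against normoxia in each cell type, ΔN-VEGF against wild-type cells in each condition, and the difference between the responses (the interaction). A gene counted as changed at an adjusted p below 0.05 and a fold change of at least 2. Directions in ΔN-VEGF cells and for the list of Table S2 were called at an adjusted p below 0.05 alone. Log2 CPM (counts scaled to library size) used a prior count of 2. Intervals of percents are 95% Wilson intervals, which treat genes as independent. Random lists matched the 155 genes on expression in 20 bins and were drawn 10000 times. The genes named are those the paper names in the sections on transcription and in the discussion, of which 1 is not reported here. Added to these, per comparison, are the 3 largest rises and 3 largest falls among genes with an adjusted p below 0.05, a fold change of at least 2, a mean of at least 10 CPM and no overlap between the samples compared. Any other gene named is said to have been chosen after its values were seen.

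The alternatives were DESeq2 1.42.0 with its Wald test (the authors' tool), RLE size factors, total counts only, no filter, at least 10 counts in every sample, each sample left out in turn, and replicate number as a block. Others changed the thresholds and the definitions of classes and trends, or fitted only the 6 samples of a comparison. They were fixed at the start, apart from 2 alternatives and the results on G3 and G4 of Table S3, which were added later and are marked as such in the closing section. Limma 3.58.1 was used as a library of edgeR.

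The code was tested on simulated data with changes of known size. The edgeR test recovered between 84.0% and 94.0% of them with 3 to 7 false calls among 14175 genes per comparison. The DESeq2 test recovered 94.0% to 98.0% with 13 to 23 false calls among 14724. Of 150 genes made to change in wild-type hypoxia, 138 passed the threshold and could be classed. These were 46 made similar, 46 made unchanged and 46 made opposite, of which 45, 46 and 43 were classed as made. The simulated data held few changed genes and no outlying sample, so the test does not cover these features of the real data. Positions in Vegfa were found by matching the guide and start sequences to annotated transcripts. Cell-cycle genes were listed from general knowledge, since no reference list was at hand.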

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

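All tests in this part were chosen only after the results had been seen. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another tool is named.

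The test of the difference in hypoxia response between the cell types gave 230 genes. Of 60 draws that permuted the 4 group labels within each replicate number, the real one included, 1 gave as many genes, and the next largest count was 156. The count ran from 57 to 2633 over the 12 fits that each left out one sample, and the highest value came without wild-type normoxia replicate 2. Of the 230 genes, 222 (96.5%) were still called in that fit, and 223 (97.0%) with DESeq2. The number of genes with a different response is therefore not fixed by these samples. The other draws mix hypoxia with normoxia within groups, which widens the spread there, so the labels as given were expected to hold more genes and the draws lend the count no support. ΔN-VEGF cells descend from picked clones, and the text does not say which was sequenced, so an effect of the deletion cannot be told apart from a difference between a clone and its parent line.

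For the counts that compare 2 groups, the real grouping was set against the splits of the 6 samples that part all 3 same-numbered pairs. For hypoxia in wild-type cells, hypoxia in ΔN-VEGF cells and the lines under hypoxia, 1 of the 4 splits gave as many genes, and the next largest count was 0. For the lines under normoxia 1 of the 4 splits did so, and the next largest count was 54. For the percents of the 155 genes with the same trend in wild-type and the opposite trend in ΔN-VEGF cells, 1 of the 4 splits gave as large a value, and the next was 0. The 6 other splits of each comparison keep a same-numbered pair together and were not used. The real grouping is itself 1 of the 4 splits, so the share could not have come below 0.05 whatever the data, and this test cannot tell whether the placing of samples explains the counts.

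The classes by response had values in only 4 of the 60 draws, since the others left no changed gene in wild-type cells. The percent with a similar response was as large in 1 of these 4, the percent with an opposite response in 2, the percent already different under normoxia in 3 and the percent short of the wild-type level in 2. The next largest values were 33.3%, 85%, 100% and 100%. They rest on few genes and do not separate the real grouping from the others.

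The hypoxia response of Vegfa differed between the cell types by 1.57 on the log2 scale, with a larger rise in ΔN-VEGF cells. In 3 of 3 ΔN-VEGF samples hypoxic levels were higher than in any wild-type sample, and normoxic levels were lower in all 3. The adjusted p was 0.028 and ran from 1e-07 to 0.089 over 16 alternatives, below 0.05 in 6 of them. Reads from the deleted stretch cannot count for Vegfa in ΔN-VEGF cells in either condition, which would lower both levels there and leave the response itself unmoved if the share of such reads is constant. Whether it is constant was not tested.

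The response of Aqp1 differed by -1.38, since Aqp1 fell in hypoxic ΔN-VEGF cells (3 of 3 samples below all others) and not in wild-type cells. Its adjusted p was 0.0093 and stayed between 1.3e-06 and 0.044 over 16 alternatives, each below 0.05. Slfn9 and Rad54l had lower responses in ΔN-VEGF cells, with differences of -2.61 and -2.33 (adjusted p 0.018 and 0.034, over alternatives 1.6e-06 to 0.068 and 2.7e-07 to 0.11). Edn2 had a lower response, with a difference of -3.29 (adjusted p 0.048, over alternatives 0.00013 to 0.15). Ccr7, Il33 and Col3a1 had higher responses, by 4.67, 3.94 and 3.62 (adjusted p 0.023, 0.029 and 0.023). Over alternatives these ran from 1.8e-07 to 0.085, from 1.1e-06 to 0.092 and from 1.7e-11 to 0.081, and each crossed 0.05. P2ry6 had a response higher by 3.34, but its normoxia samples held at most 4 counts each, so the size of this difference is not established. Apart from Vegfa, Aqp1 and P2ry6, these genes were picked for having no overlap between the samples compared, so the direction of each is shared by all of its samples by construction.

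The following genes differ between the lines in data for which the paper names no gene. Under normoxia Rhox5 was higher in ΔN-VEGF cells by 4.30 (from 4.26 to 83.8 CPM), Rtn4rl2 by 2.19 and H2-K1 by 2.09, each in 3 of 3 samples. Their adjusted p of 1.5e-09, 0.0041 and 0.001 stayed below 0.05 in 10 of 10 alternatives, with highest values of 9e-08, 0.021 and 0.0053. In a fit with a replicate block on the 6 normoxia samples alone, chosen after seeing the data, they were 0.0061, 0.19 and 0.16 (same test), so Rhox5 alone kept its call. The log2 differences in that fit were 4.30, 2.32 and 2.15, close to the main ones. Under hypoxia Igf2, Ccr7 and Ccl8 were higher by 8.40, 5.81 and 5.21. Ccr7 had an adjusted p of 0.00058, at most 0.0062 over alternatives. Igf2 had 8, 2 and 5 counts in the wild-type hypoxia samples, and its adjusted p of 0.008 was below 0.05 in 9 of 10 alternatives, while DESeq2 gave no adjusted p for it, which was counted as 1. In ΔN-VEGF normoxia Igf2 and Ccl8 were at 32.9 and 62.1 CPM in replicate 2, against 1.25 to 1.54 and 0.69 to 0.73 in replicates 1 and 3. The adjusted p of Ccl8, 0.032, was below 0.05 in 3 of 10 alternatives, again with none from DESeq2, so its call does not hold over them, although its log2 difference stayed between 4.99 and 5.38. With both normoxia samples numbered 2 left out, chosen after seeing the data, its adjusted p was 3.5e-17. Reads shared between related genes (the Rhox cluster, H2 genes) and the choice of clone were not tested for these genes. No biological explanation was tested.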

How the results depend on the processing

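All alternatives here were set before the data were examined, apart from leaving out both normoxia samples numbered 2 and fitting only the normoxia samples with a block, which were chosen after seeing the data, as were the results on G3 and G4 of Table S3.

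The counts were 2312 and 4008 genes changed by hypoxia in wild-type and ΔN-VEGF cells, 319 and 1002 different between the lines under normoxia and hypoxia, and 230 with different responses. With RLE size factors all 5 stayed within 1.5 times these, and 96 of 98 gene results kept their direction and side of the threshold. DESeq2 moved the normoxia count to 547, the interaction count to 593, similar responses to 80.2%, genes already different under normoxia to 16.0% and lowered G4 genes to 15 (main 9), and 89 of 98 gene results stayed (7 stronger, 2 weaker). With total counts only, the interaction count was 414, lowered G4 genes 17, and 30.3% of the 155 genes had the opposite trend in ΔN-VEGF cells. That scaling also reversed Flna (-0.04) and Cav2 (-0.17) between the lines under hypoxia, Lrrk2 (-0.13) and Cav2 (-0.15) in the interaction, Rock2 in ΔN-VEGF cells (-0.07) and Msn in wild-type cells (-0.07), 6 of 98, with 9 stronger and 4 weaker. None of the 6 was past the threshold under that scaling. The shift of all genes given in the passages is about as large as each of these 6 changes. The cause of the other changes was not tested.

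With no filter the interaction gave 361 genes, 79.0% were similar, 18.9% short of the wild-type level and 16 G4 genes lowered. With at least 10 counts in every sample 181 genes differed under normoxia and 572 under hypoxia, 90.4% were similar and 4 G4 genes were lowered. Without a fold threshold the 5 counts were 5372, 7853, 642, 2961 and 495. At an adjusted p below 0.01, 111, 530 and 52 genes were left for normoxia, hypoxia and the interaction. Fitting only the 6 samples of the comparison gave 15 genes under normoxia. Classing the 3000 genes with the smallest p gave 93.1% similar, 13.9% already different and 40.2% short of the wild-type level. A fold of 2 in ΔN-VEGF cells gave 77.9% similar, and classes by the interaction 98.9%. For the 155 genes, a fold of 2 gave 21.9% with the same and 5.81% with the opposite trend, the sign of the estimate 68.4% and 29.7%, and no change counted as opposite 47.1%. The cause was not tested, since these change the definition.

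The counts with replicate number as a block were 2325, 4050, 295, 1051 and 228, of which 2211, 3930, 257, 941 and 187 genes were the same as without it. Of 98 gene results 93 stayed, 3 were stronger and 2 weaker. With the block on the 6 normoxia samples alone, chosen after seeing the data, 1 gene differed between the lines, against 15 in these samples with no block.

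Over the fits that each left out one of the samples compared, the wild-type count ran from 2005 to 3019, ΔN-VEGF 3718 to 3912, normoxia 109 to 2013, hypoxia 629 to 779 and the interaction 57 to 2633. Similar responses ran from 70.1% to 89.2%, opposite from 0.09% to 5.23%, already different from 2.49% to 63.1% and short of the wild-type level from 11.5% to 31.9%. The same trend of the 155 genes ran from 44.5% to 58.1% and the opposite trend from 11.6% to 14.2%. A sample outside a comparison also counts through the shared spread: without wild-type normoxia replicate 2 the ΔN-VEGF count was 4412, the hypoxia count 1522 and the opposite trend 21.9%. Raised G3 genes ran from 1 to 55 and lowered G4 genes from 4 to 43. Of the gene results 591 kept their label, 100 were weaker, 14 stronger and 21 reversed. The reversed ones ran from -0.23 to 0.10 for Pik3c2a, -0.14 to 0.11 for Src, -0.08 to 0.01 for Aqp1 and -0.10 to 0.64 for Msn in wild-type cells, and from -0.20 to 0.15 for Msn in ΔN-VEGF cells. Between the lines under hypoxia Cav2 ran from -0.03 to 0.10. In the interaction Pik3c2a ran from -0.31 to 0.02, Lrrk2 from -0.16 to 0.18, Cav2 from -0.18 to 0.19 and Msn from -0.73 to 0.04. The cause was not tested. The upper ends for wild type, normoxia, interaction, opposite, already different, G3 and G4, and the lower end for similar, came without wild-type normoxia replicate 2.

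Both normoxia samples numbered 2 left out, chosen after seeing the data, gave 3121, 4383, 1708, 1600 and 2501 genes, 72.9% similar, 5.41% opposite, 61.5% already different and 33.6% short of the wild-type level. The 155 genes had 64.5% with the same and 23.2% with the opposite trend, 56 G3 genes rose and 44 G4 genes fell. Src (0.11) and Aqp1 (0.01) in wild-type cells, Msn in ΔN-VEGF cells (0.15) and Cav2 in the interaction (-0.01) reversed, of which Msn was past the threshold, and 28 of 98 gene results were stronger and 0 weaker. Depth limits genes with few counts in a group, such as P2ry6, Aire and A2m in normoxia.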

Differences from the paper's values

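All comparisons with the paper's values were made after both were known, with the alternatives named below. A value is said to come within the paper's when neither is more than 1.5 times the other, which is a wide margin and not equality.

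The paper gives 34% of hypoxia genes with a different response in ΔN-VEGF cells, against 16.5% here. Of the alternatives set before the data were examined, leaving out wild-type normoxia replicate 2 came within the paper's value (29.9%), and the other 21 did not. Leaving out both normoxia samples numbered 2, chosen after seeing the values, gave 27.1% and also came within it.

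For the 155 genes in hypoxic wild-type cells, the paper counts 18 genes of the Down sheet as raised or not changed and 14 as lowered, against 4 and 28 here. Both came within the paper's values when the direction was the sign of the fold change in Table S2 or with a fold change of at least 2. The count of lowered genes did so also without wild-type hypoxia replicate 2. The 12 other alternatives set before the data were examined left both apart.

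In hypoxic ΔN-VEGF cells the paper gives 53% of the 155 genes as opposite, against 16.1% here. Among the alternatives set before the data were examined, counting genes without a change as opposite (47.1%) came within it, and 16 others did not. The paper counts 68 genes of the Up sheet as lowered, against 25 here. The sign of the estimate alone (46), total counts only (47) and no change counted as opposite (69) came within it, and the 14 other alternatives did not. Fig. 4B shows about 15 genes of the Down sheet as raised or not changed and about 17 as lowered, read by eye, against 4 and 28 here. These came within when hypoxic ΔN-VEGF cells were compared with hypoxic wild-type cells, with the sign in Table S2, or with a fold change of at least 2, and the 13 other alternatives left them apart.

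The group sizes in Fig. 4A, read by eye, are about 510 for G2, about 86 for G3, about 130 for G4, about 680 for G5 and about 1200 for G6, against 160, 4, 4, 213 and 745 here. With about 1500 for G1, the sizes read add up to more than the 3000 genes the paper states, which was not resolved. The classes here hold 2312 genes, so part of each gap can come from the smaller set. For G2 the choice of no fold threshold (342) came within the value, and 20 alternatives set before the data were examined did not. For G3 none of the 21 alternatives did. For G4 leaving out wild-type normoxia replicate 2 did (104), as did leaving out both normoxia samples numbered 2 (119), chosen after seeing the values. For G5 no fold threshold (551) and leaving out wild-type normoxia replicate 2 (479) came within. For G6 total counts only (1336), no filter (816), the 3000 smallest p (1172), and leaving out wild-type normoxia replicate 1 (884) or replicate 3 (887) came within. Leaving out both normoxia samples numbered 2 (869), chosen after seeing the values, did so as well.

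The paper describes Hif1a as induced by hypoxia, citing other studies and giving no value from this experiment in its text. Here Hif1a mRNA changed by -0.42 on the log2 scale in hypoxic wild-type cells (adjusted p 0.16 in edgeR's quasi-likelihood test). Over 10 alternatives the adjusted p ran from 0.00085 to 0.39, with log2 fold changes from -0.67 to -0.28. The counts do not measure the protein, so this is no direct test of that description. The discussion counts Hif1a and VEGF among genes that changed in the inverse way in hypoxic ΔN-VEGF cells. Here Hif1a and Vegfa rose there by 0.75 and 3.59, and by 0.34 to 0.82 and 3.18 to 3.61 over the alternatives. The adjusted p of Hif1a ran from 0.0022 to 0.28 and was below 0.05 in 8 of 10 alternatives, that of Vegfa in 10 of 10. The paper names Sgk1 and Nrp1 among genes that nuclear N-VEGF raised, and Table S2 lists them on its Down sheet, where the signed fold change given for Sgk1 is positive. It names Msn and Pik3c2a among genes lowered in ΔN-VEGF cells, where they changed by -0.08 and -0.21 here (adjusted p 0.83 and 0.35 in the same test). Over 10 alternatives the adjusted p of Pik3c2a ran from 0.033 to 0.67 and that of Msn from 0.11 to 0.90, so Pik3c2a was called in 1 of them, total counts only (-0.61). Pik3c2a was called as well with both normoxia samples numbered 2 left out, chosen after seeing the values (-0.31, adjusted p 0.0025 in the same test). In that fit Msn rose by 0.15 (adjusted p 0.024, same test), opposite to the direction the paper gives.

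The paper states that most genes with a different response already differed under normoxia, where 10.2% did here. That percent is not established, since a block on the 6 normoxia samples alone, chosen after seeing the data, left 1 gene past the threshold. These samples with no block left 15. Leaving out wild-type normoxia replicate 2 gave 63.1%, and leaving out both samples numbered 2, chosen after seeing the values, gave 61.5%. The paper states that most such genes fell short of the wild-type level after hypoxia, with no test given. Here 23.3% did so at an adjusted p below 0.05, and at most 40.2% in any alternative. Genes with no call counted as not short, and direction alone was not counted, so the values are not alike. The listed genes of G2 and G5 had median log2 differences of -0.19 and 0.20 from hypoxic wild-type cells, in the paper's direction. The authors grouped these genes from the same data. It describes G3 as raised in wild-type cells and higher in ΔN-VEGF cells under normoxia. Of the 56 genes listed, 2 rose here and 0 differed under normoxia, and 55 rose without wild-type normoxia replicate 2. The paper calls the opposite trend of the 155 genes in ΔN-VEGF cells far more frequent than random events would give. Here the 16.1% lay below the median of 27.7% in random lists. The same trend, at 52.9%, lay above their median of 34.2%. Against hypoxic wild-type cells 17.4% were opposite, above the random median of 8.4%, with 5 of 10000 lists at or above it. In that comparison 20.6% had the same trend, also above the random median of 14.8%, with 370 of 10000 lists at or above it.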

Other observations

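All tests in this part were chosen after the results had been seen, and the test for a mixed sample was rewritten once after its first form gave no value.

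Wild-type normoxia replicate 2 lay apart from its replicates, with a correlation of 0.956 with them across genes, against 0.996 between replicates 1 and 3. It correlated at 0.984 with ΔN-VEGF normoxia replicate 2. Over 24 genes that separate the lines, it lay at 0.128 on a scale from wild-type (0) to ΔN-VEGF (1) normoxia, so a mislabelled sample was not borne out. A mixed sample with ΔN-VEGF cells would need 0.4% of their RNA by 4 genes higher in that line, but 38.6% by 20 genes lower in it, and no single share of such RNA meets both. This rests on few genes. Its total of 42544532 counts lay between those of replicates 1 and 3 (37037938 and 43056690), so depth does not set it apart. After all samples were thinned to the smallest total the correlation was 0.956, and 0.955 without the 100 most abundant genes. A correlation does not change when all other genes shift alike, so the latter check cannot decide the part of a few abundant genes. GC content and gene length explained 1.2% of the variance of its deviation.

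A candidate explanation is the growth state of the culture. The 41 S phase genes lay a median of 1.99 on the log2 scale above replicates 1 and 3, with 41 of 41 higher, and 0 of 10000 random lists matched for expression reached this. With total counts only the median was 1.75, where the median of all genes was -0.22. The 51 genes of the G2 and M phases lay 1.64 higher, 51 of 51. In ΔN-VEGF normoxia replicate 2 the S phase genes lay 0.65 above its replicates (40 of 41, 0 of 10000 lists) and the G2 and M genes 0.19 (37 of 51, 134 of 10000 lists), so the latter share little of the shift. S phase genes per sample stood at -0.34, 1.52 and -0.34 in wild-type normoxia and at 0.68, 1.38 and 0.78 in ΔN-VEGF normoxia. They stood at -0.06 to 0.07 in wild-type hypoxia and -1.27 to -1.18 in hypoxic ΔN-VEGF cells. The deviations of the samples numbered 2 in the lines correlated at 0.50 across genes. A shared culture date, density or library batch of same-numbered samples was not tested. The deviation of this sample also correlated at 0.68 with the normoxia difference between the lines in replicates 1 and 3. Both subtract wild-type normoxia replicates 1 and 3, so a positive correlation is built in and no conclusion is drawn from it. In replicates 1 and 3 the S phase genes stood higher in ΔN-VEGF (0.68 and 0.78) than in wild-type normoxia (-0.34 in both). A difference in growth between cultures may therefore enter the comparison of the lines.

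That 2 of 56 G3 genes of Table S3 rose in wild-type hypoxia may rest on the same sample. Without wild-type normoxia replicate 2, 55 of them rose. The genes of G3 were chosen by the authors from these data for rising in wild-type cells, so the test shows which sample stands against the pattern and not that the pattern holds in other cultures.

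More genes changed after hypoxia in ΔN-VEGF than in wild-type cells, by a ratio of 1.73. A wider spread of the wild-type normoxia samples may account for part of this, since the ratio was 1.4 after both normoxia samples numbered 2 were left out. The ratio stayed above 1 there, and this test cannot tell how much of it the spread explains.

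Genes shifted together by chromosome between the lines. Under hypoxia the medians of chromosomes 7, 8 and 10 were higher in ΔN-VEGF cells by 0.16, 0.13 and 0.125 on the log2 scale, and those of chromosomes 2 and 18 were lower, at -0.145 and -0.11. The SD of the medians of 20 chromosomes was 0.088, and 0 of 1000 shuffles of the chromosome labels gave as large a spread (median 0.021, highest 0.034), so chance placement of genes is not enough. With GC content and length regressed out the SD was 0.088. The shift under hypoxia correlated with that under normoxia, from other samples, at 0.87 (Spearman 0.84). This is consistent with a copy number difference between the lines, which these data do not measure directly. Whether such a difference came with the choice of clone or with the loss of N-VEGF was not tested.

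The paper states that the deletion left VEGF protein levels unaffected (Figure 3A). In the counts Vegfa mRNA was higher after hypoxia in ΔN-VEGF cells, at 429 ± 9.35 CPM, than in wild-type cells, at 280 ± 9.72 (± SD). The difference was 0.61 on the log2 scale with an adjusted p of 0.074 (edgeR's quasi-likelihood test), from 0.042 to 0.29 over 10 alternatives, and was higher in 3 of 3 samples. With both normoxia samples numbered 2 left out, chosen after seeing the data, it was 0.61 with an adjusted p of 1.5e-09 (same test). Those samples enter here only through the shared spread, so the call depends on that spread. No biological explanation was tested.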
